# Detection of new pathways involved in the acceptance and the utilisation of a plant-based diet in isogenic lines of rainbow trout fry

**DOI:** 10.1371/journal.pone.0201462

**Published:** 2018-07-31

**Authors:** Thérèse Callet, Mathilde Dupont-Nivet, Marianne Cluzeaud, Florence Jaffrezic, Denis Laloë, Thierry Kerneis, Laurent Labbé, Edwige Quillet, Inge Geurden, David Mazurais, Sandrine Skiba-Cassy, Françoise Médale

## Abstract

To meet the growing demand of fish feed for aquaculture, an increasing proportion of marine ingredients are being replaced by blends of plant products. However, the total replacement of marine ingredients in salmonid diets impairs fish performance. This is particularly true during the early fry stage and this stage is therefore considered of particular importance. In rainbow trout (RBT), the existence of a genetic variability to survive and grow with plant-based diets devoid of marine ingredients has now been proved, but the mechanisms behind are little studied especially at early stage. To investigate these, we analysed the whole transcriptome of three isogenic lines of RBT fry, which have similar growth when fed a marine resources-based diet (M diet) but which highly differ in their responses to a plant-based diet (V diet). Analysis of transcriptomes profiles revealed 1740, 1834 and 246 probes differentially expressed among the three genotypes when fed the V diet. The use of these lines led to the discovery of potential molecular markers linked to plant-based diet utilisation, some of them belonging to new pathways, never described before. An important number of genes was related to immunity, but further investigations are needed to better understand the difference between the genotypes in their immune status response to V diet exposure. Finally, differences in expression of genes related to feed intake and sensory perception among genotypes suggested that the mechanisms underlying the differences in growth on plant-based diet are closely linked to diet acceptance. Research on plants components affecting feed intake should be thus further explored.

## Introduction

Fish consumption per person per year has almost doubled over the last 50 years, growing from 9.9 kg in 1960 to 20 kg in 2014, and is expected to reach 22.4 kg in 2022 [1]. Aquaculture has grown exponentially since 1950 to meet fish demand, thereby increasing the demand for feedstuffs. The ingredients traditionally used in aquafeeds were mostly based on fishery-derived products. Availability of these ingredients is however limited due to the regulation by fishing quotas and cannot meet the increasing demand [2]. To address human protein needs and the increasing demand that is placed on fish supply, aquaculture needs to further expand, while at the same time it must reduce its reliance on marine by-products [2, 3]. Over the years, researchers and the feed industry have worked to replace marine ingredients (fish oil and fishmeal) by plant-derived ingredients in fish feeds, especially for carnivorous species, such as salmonids which are large consumers of fish oil (FO) and fishmeal (FM). This research has resulted in a remarkable increase in the level of plant products used, coupled with an improved diet formulation [4]. A replacement threshold is, however, met since growth performance and survival rate of salmonids, such as rainbow trout (RBT), are impacted when a diet contains more than 80% of plant products [5, 6]. Different hypotheses have been proposed to explain these decreased performances.

Firstly, altered performance observed with highly substituted plant-based diets could be partly explained by the reduction of feed intake [7]. Secondly, even with a diet composition carefully formulated to meet the all known nutrient requirements of RBT, plant-based diets still differ from a marine resources-based diet in their amino acids (AA), fatty acids (FA), and carbohydrates profiles, in their mineral contents, and often by the presence of anti-nutritional factors [8]. Numerous nutrigenomic analyses have been conducted to investigate how these differences affect fish metabolism. They mainly focused on the liver [5, 9–15] and the intestines [13, 16], key organs in nutrition. Although, results from these studies depend on the species studied, replacement rate and diet composition, the expression of several key genes involved in metabolism was found to be particularly sensitive to either vegetable meal and/or vegetable oils. This is especially true for genes coding for enzymes that promote biosynthesis of omega-3 long-chain fatty acids (LC-PUFA) and cholesterol, as both omega-3 LC-PUFA and cholesterol are lacking in vegetable oils [5, 9–15]. Genes related to the utilisation of glucose (glycolysis, glycogenogenesis) and production of endogenous glucose (glycogenolysis, gluconeogenesis) are impacted likely because of a change in starch content of diets with plant-ingredients [5, 9, 13, 14]. Misregulation of certain amino acid pathways and stimulation of proteolysis [5, 14] are also commonly observed.

Finally, those transcriptomic analyses have also revealed that expression of genes from both innate and adaptive immunity are often disturbed [5, 13, 14], but implications for fish immune responses and how these changes could impact growth rate are not yet clear.

Almost all the previously cited transcriptomic analyses investigated the effect of the diet, and very few considered the impact of fish’s genetic background. It has, however, been shown that a high variability exists in the growth responses among RBT individuals from a same population when fed a 100% plant-based diet. Significant genotype × diet interactions associated with body weight [17, 18], feed intake and feed efficiency [19] were also reported in RBT. Together, these results suggest that some genotypes are more able than others to survive and grow on a plant-based diet, highlighting the potential to improve growth rate by exploiting genetic variability. Morais *et al.* described the changes in the liver [11, 12] and intestines [16] of two post-smolt Atlantic salmon groups with contrasting phenotypes (lean or fat), that were fed vegetable oils. A study on European sea bass revealed differences between two families characterized by their different abilities to use a plant-based diet [14]. And only two studies focused on RBT, and analysed two families with different ability to grow with a diet devoid of fishmeal [20, 21].

The previous cited studies have investigated the effect of the fish genotype on plant-based diets utilization on later stages only. However, the weeks immediately after start-feeding have been also identified as a critical step in the utilization to such diets, as this period show the highest genotype×diet interaction for RBT mean body weight and length [18] and a significant decrease in fish survival rate [22, 23]. Moreover, previous studies have shown that an early exposure to a 100% plant-based diet improves later fish performance when fed again the same extreme diet [24], and identified different molecular markers linked to plant-based diet adaptation [25]. The molecular mechanisms underlying this genetic variability during the first few weeks after the first-feeding, stage of particular importance, have thus not been investigated.

The originality of the present study was to identify genes contributing to the differential ability of RBT to use plant-based diets from very first feeding. The second aim was to focus on early stage, which is a highly critical step, thus transcriptomic analyses were carried out 5 weeks after the first feeding on whole fry as fish are too small at this stage to analyse accuratly specific organs.

We studied three isogenic lines generated for scientific research [26], which exhibit similar growth rates when fed a marine resources-based diet, but different growth rates when fed a plant-based diet after long term feeding trials, explained by differences in feed efficiency and feed intake [19, 24]. Because of the within line genetic homogeneity, a limited within line (residual) phenotypic variability is expected. The specific features of these three isogenic lines, along with the use of an extreme plant-based diet to emphasize the differences between the genotypes, are expected to enhance the power and relevance of the analyses to detect potential molecular markers linked to plant-based diet utilisation after a short-term period at start-feeding.

## Materials and methods

### Animal material

The three heterozygous isogenic lines studied, denominated R23h, AB1h and A22h, were produced at PEIMA facilities (INRA, Sizun, France). They were obtained by mating all homozygous females from one single isogenic line with individual males from three other homozygous isogenic lines. The homozygous lines were obtained after two generations of gynogenesis and further maintained by within line pair-mating [26]. In order to have enough fish for the whole experience, ova were collected from 33 different females from the same isogenic line (thus sharing the same genome), and were then mixed up. Differences observed between genotypes could then be attributed only to paternal effects.

### Experimental diets and feeding trial

Two experimental diets with different levels of FM and FO or plant ingredients were formulated and manufactured in INRA facilities (INRA, Donzacq, France). Composition of both diets, along with the FA and the AA profiles, are presented in Tables 1 and 2. Diets were formulated to contain similar levels of protein, energy, and lipid. The control M diet contained fishmeal, fish oil and whole wheat as major ingredients (M diet). The plant-based diet (V diet) was devoid of marine ingredients, and contained a blend of vegetable oils (rapeseed, palm and linseed oil) and vegetable meals (faba bean, corn, soybean, wheat gluten, peas, and white lupin) with added L-Lysine and L-methionine to meet the nutrient requirements of RBT. The V diet also contained an attractant mix. Both diets were extruded in order to reduce antinutritional factors.

**Table 1:** Ingredients and proximal composition of the experimental V and M diets (DM: Dry matter).

	V diet	M diet
**Ingredients (%)**		
**Fishmeal** (Southern hemisphere, Sopropêche, France)	**0**	**65**
Extruded whole wheat (SudOuest Aliment, France)	4	21
Fava bean (CP)	10	0
Corn gluten (CP 60; Inzo, France)	17	0
Wheat gluten (CP 70; Roquette, France)	17	0
Soybean meal (CP 48; Inzo, France)	12	0
White lupin seed meal (Terrena, France)	5	0
Extruded peas (Aquatex, Sotexpro, France)	12.5	0
**Fish oil** (Southern hemisphere, Sopropêche, France)	**0**	**11**
Rapeseed oil (Daudruy, France)	6	0
Linseed oil (Daudruy, France)	3.6	0
Palm oil (Daudruy, France)	2.4	0
Soy-lecithin (Louis François, France)	2	0
L-Lysine (Eurolysine)	0.5	0
L-Methionine (Evonik, Germany)	0.5	0
CaHPO4.2H20 (18%P; 22%Ca)	3	0
Min. and Vit. premix, INRA^a^	3	3
Attractant mix^b^	1.5	0
**Composition (% DM)**		
Dry matter	96.9	97.6
Crude protein	51.4	50.1
Crude fat	18.5	19.4
Starch	9.6	14.1
Ash	6.5	12.7
Energy (kJ/g DM)	23.6	22.6

*^a^*Mineral premix (g or mg kg-1 diet): calcium carbonate (40% Ca), 2.15 g; magnesium oxide (60%Mg), 1.24 g; ferric citrate, 0.2 g; potassium iodide (75%I), 0.4 mg; zinc sulphate (36%Zn), 0.4 g; copper sulphate (25%Cu), 0.3 g; manganese sulphate (33%Mn), 0.3 g; dibasic calcium phosphate (20%Ca, 18%P), 5 g; cobalt sulphate, 2 mg; sodium selenite (30%Se), 3 mg; KCl, 0.9 g; NaCl, 0.4 g (UPAE, INRA); And Vitamin premix (IU or mg kg-1 diet): DL-a tocopherol acetate, 60 IU; sodium menadione bisulphate, 5 mg; retinyl acetate, 15,000 IU; DL-cholecalciferol, 3,000 IU; thiamin, 15 mg; riboflavin, 30 mg; pyridoxine, 15 mg; B12, 0.05 mg; nicotinic acid, 175 mg; folic acid, 500 mg; inositol, 1,000 mg; biotin, 2.5 mg; calcium pantothenate, 50 mg; choline chloride, 2,000 mg (UPAE, INRA).

*^b^*Attractant mix: glucosamine, 0.5 g; taurine, 0.3 g; betaine, 0.3 g; glycine, 0.2 g; alanine, 0.2 g.

**Table 2:** Fatty acids and amino acids profiles of the experimental V and M diets (DM: Dry matter).

	V diet	M diet
**Fatty acid composition (% of total fatty acid)**		
**Saturated**	19.8	39.2
**MUFA**	39.0	29.5
**n-6 PUFA**	24.0	4.7
18:2 n-6 (LA)	24.0	3.2
**n-3 PUFA**	17.1	19.1
18:3 n-3 (ALA)	17.1	1.1
20:5 n-3 (EPA)	0.0	9.5
22:6 n-3 (DHA)	0.0	5.2
**Amino acid composition (% DM)**		
Aspartic acid (Asp)	3.5	3.9
Glutamic acid (Glu)	11.2	6.3
Alanine (Ala)	2.4	2.8
Arginine (Arg)	2.7	2.6
Cysteine (Cys)	0.7	0.4
Glycine (Gly)	1.8	2.8
Histidine (His)	1.0	1.0
Isoleucine (Ile)	2.0	2.0
Leucine (Leu)	4.3	3.3
Lysine (Lys)	2.2	3.3
Methionine (Met)	1.2	1.2
Phenylalanine (Phe)	2.4	1.9
Proline (Pro)	3.4	1.7
Serine (Ser)	2.1	1.7
Threonine (Thr)	1.5	1.9
Tyrosine (Tyr)	1.6	1.2
Valine (Val)	2.2	2.4

The V diet was devoid of 20.5 n-6 and 22.6 n-3. It was lower in saturated FA and higher in MUFA, 18:2 n-6 and 18:3 n-3 than the M diet. The two diets also differ in amino acids profiles, especially in glutamic acid content which was twice higher in the V-diet than in the M-diet.

Before the first feeding, the fry were randomly distributed into 18 tanks (0.25m^3^) and supplied with natural spring water at a constant temperature of 11.4°C (6 tanks/line with on average 350 fish), and under artificial photoperiod condition (from 8am to 8pm). At this stage, no difference in fry mean body weights were detected. At 42 days post fertilization (dpf), fish received their first feeding. For each line, three tanks received the control diet (M diet) and three tanks received the V diet. Feed was distributed *ad libitum* during 5 weeks with automatic feeders over 8h of the lighting period.

After the first 5 weeks of feeding (74 dpf), total fish weight of each tank was measured, the number of fish was counted and mean body weight of fry were calculated. Whole body fry were sampled, anaesthetized and then euthanized (anesthetic overdose) 8h after their last meal (n = 6/condition: genotype×diet). All the samples were then immediately frozen in liquid nitrogen and stored at -80°C until further analysis.

### RNA extraction

Total RNA was extracted from 6 individual fry per treatment, using the TRIzol reagent method (Invitrogen, Carlsbad, CA, USA), according to the manufacturer’s recommendations. The concentration of extracted RNA was analysed using a spectrophotometer (ND-1000, NanoDrop) by measuring absorbance at 260nm. Quality of RNAs was checked with Bioanalyzer (Agilent Technologies, Kista, Sweden).

### Microarrays, cDNA labelling and hybridisation

RNA samples from fry from the three isogenic lines after 5 weeks of feeding with either the M diet or the V diet were analysed with microarray technology. Microarray analyses were performed on an Agilent-based microarray platform with 8 X 60 K probes per slide. This platform is based on a high density rainbow trout oligonucleotide microarray resource, which has been enriched with oligonucleotides utilizing recent NGS data from rainbow trout [27](Agilent Technologies, Massy, France; Gene Expression Omnibus (GEO) accession no. GPL15840). The platform has been employed and validated in several previous studies [25, 28].

For each sample, 150ng of total RNA was amplified and labelled using Cy3-CTP according to the manufacturer’s instructions (Agilent). cRNA were obtained by first reverse transcribed RNA, using a polyDT T7 primer (denaturation step: 10min at 65°C, reaction step: 2hr at 40°C, inactivation step: 5min at 70°C). cRNA were then labelled with Cy3-dye (2hr at 40°C). Excess dye was removed using a RNeasy kit (Qiagen). The level of dye incorporation was evaluated using a spectrophotometer (Nanodrop ND1000, LabTech) (Yield>0.825*μ*g cRNA and specific activity>6pmol of Cy3 per *μ*g of cRNA). 600ng of Cy3-cRNA was then fragmented with a specific buffer (30 minutes at 60°C) and hybridised on a sub-array. Hybridisation was performed in a microarray hybridisation oven (Agilent) for 17h at 65°C. After a washing step, slides were scanned (Agilent DNA Microarray Scanner, Agilent Technologies, Massy, France) using the standard parameters for a gene expression 8x60K oligoarray (3*μ*m and 20bits). Data were then obtained with the Agilent Feature Extraction software (10.7.1.1). Raw data are available in NCBI’s GEO database (accession number: GSE92673).

### Quantitative real-time PCR analysis

In order to confirm the microarray results, the same RNA samples as previously used for the microarray analysis were used to determine relative gene expression levels by quantitative real-time PCR (qPCR) of 9 genes selected among those found differentially expressed. One *μ*g of total RNA was reverse-transcribed to cDNA with SuperScript III RNase H reverse transcriptase (Invitrogen, Carlsbad, CA, USA) using random dT Primers (n = 6/condition). QPCR were performed using the Roche Lightcycler 480 system (Roche Diagnostics, Neuilly-sur-Seine, France). Two *μ*L of diluted cDNA were mixed with 3 *μ*L of Light cycler 480 SYBR Green I Master mix, 0.12 *μ*L of each primer (400 nM) and 0.76 *μ*L DNase/RNase-free water (5 Prime GmbH, Hamburg, Germany). Forward and reverse primers were used at a final concentration of 400nM. Primers were designed with Primer 3 software (Supplementary File 1). Thermal cycling was initiated with the incubation at 95°C for 10 min. Forty five steps of PCR were performed, each one consisting of heating at 95°C for 15 sec for denaturing, and at 60°C for 10 sec for annealing and a third extension step at 72°C for 15 sec. Melting curves were systematically monitored (with a gradient of 0.5°C/10 sec from 55°C to 94°C). Samples without reverse transcriptase and samples without RNA were run for each reaction as negative controls. Primers sequences, along with their efficiencies are presented in the Supplementary file 1.

### Statistical analysis

All the statistical analyses were performed using the R-software (version 3.2.5) [29] and associated Bioconductor packages. For mean body weights calculated at 74 dpf, the normality and homogeneity of residuals were tested with the Shapiro-Wilk’s test and the Bartlett test, respectively. A two-way analysis of variance (ANOVA) was performed to assess effects of genotype, diet, and genotype×diet interaction, followed by a Tukey’s range test.

Data from the microarray analysis were transformed with a logarithmic transformation and scale-normalised. The quality of each sample was controlled using the ArrayQualityMetrics package [30], and two samples were excluded from the analysis, as they did not pass the quality control. Data were analysed using the package Limma [31] and for each comparison Limma t-tests were performed. A Benjamini-Hochberg correction for multiple tests was applied and an adjusted P-value cutoff = 0.05 was considered.

We compared the 3 isogenic lines amongst each other (R23h versus AB1h; R23h versus A22h; AB1h versus A22h) to identify genes which explain their divergent ability to use the V diet. The 6 different comparisons included: R23h-V versus AB1h-V and R23h-M *versus* AB1h-M; R23h-V *versus* A22h-V and R23h-M *versus* A22h-M; AB1h-V *versus* A22h-V and AB1h-M *versus* A22h-M. Two lists of genes differentially expressed were obtained per line comparison (M and V). However, given that these three isogenic lines display different genotypes, intrinsic differences are present among each of the lines. Differences in the expression of genes between lines could thus be a result of differences in genotype, and may have no relation to their ability to use the V diet. In order to exclude these genes from our results, the two lists of differentially expressed genes obtained per line comparison were compared. Probes that were found to be differentially expressed when fed both the M diet and the V diet were considered as intrinsic differences between genotypes, irrespective of the dietary treatment and were excluded from the analysis. Probes found to be differentially expressed only with the V diet (V diet ∩ M diet ^*C*^) were identified as potential molecular markers linked to plant-based diet utilisation, and were thus kept for further analysis (Fig 1). To interpret results, gene ontology (GO) enrichment analyses were performed using the functional annotation chart tool from the DAVID (Database for Annotation, Visualization and Integrated Discovery) bioinformatics resource, version 6.7 [32, 33]. Gene ontology (GO) enrichment analyses were carried out on the three lists of genes identified as potential molecular markers (Cut-off p-value<0.01; Benjamini<0.1). Swiss Prot identifiers were used as input against all Swiss protein identifiers of the array. Lastly, to help enrich the biological interpretation, the within line diet effect was assessed for genes previously kept, by calculating the fold change between fish fed the V diet *versus* the control M diet (R23h-V versus R23h-M; AB1h-V versus AB1h-M; A22h-V versus A22h-M) (Cut-off p-value = 0.05).

**Fig 1:**
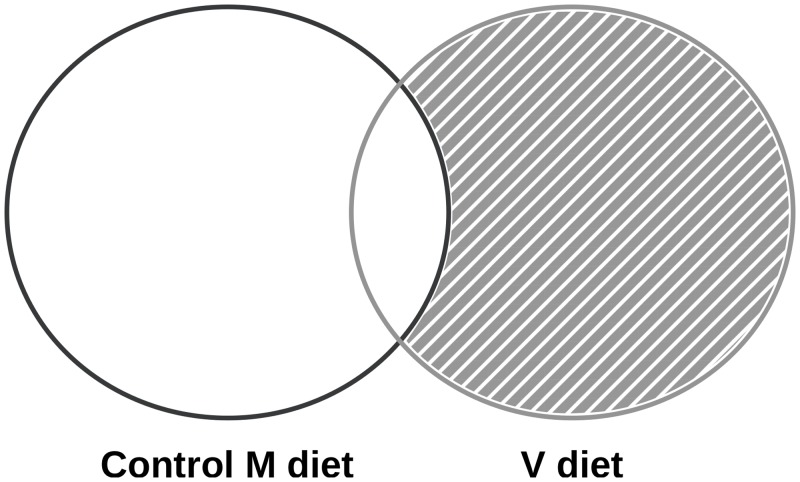
Transcriptomic analysis strategy. Venn diagrams show the numbers of differentially expressed probes (Adjusted P-value < 0.5) when compared the three isogenic lines when fed the control M diet (dark grey) and when fed the V diet (light grey). Probes found to be differentially expressed only with the V diet (V diet ∩ M diet ^*C*^) were identified as potential molecular markers linked to plant-based diet utilisation, and were thus kept for further analysis (hatched area).

Concerning qPCR data, assays were carried out according to the MIQE (Minimum Information for Publication of Quantitative Real-Time PCR Experiments) standards [34]. The relative expression levels were calculated by a mathematical method based on the real-time PCR efficiencies [35]. The geometric average expression of GAPDH, 18S and EF1A was used for normalisation. Gene expression data were transformed with a logarithmic transformation. The normality and homogeneity of variance of residuals were also tested with the Shapiro-Wilk’s and Bartlett tests, respectively. Student t tests were performed to compare relative genes expression between genotypes when fed the M diet and then the V diet (Cut-off p-value = 0.05). Pearson’s correlations were calculated to quantify relationships between microarray and qPCR data.

### Ethical statement

Experimentation was conducted in the INRA experimental facilities (Peima facilities, Sizun, France) authorized for animal experimentation by the French veterinary service which is the competent authority (B 29-277-02). The experiments were in strict accordance with EU legal frameworks related to the protection of animals used for scientific research (Directive 2010/63/EU) and according to the National Guidelines for Animal Care of the French Ministry of Research (decree n°2013-118, february 1st, 2013). The scientist in charge of the experimentation received training and personal authorization (N°B64 10 003).

In agreement with ethical comittee “Comité d’Ethique Finistérien en Expérimentation Animale” (C2EA-74), the experiment reported here does not need approval by a specific ethical committee since it implies only classical rearing practices with all diets used in the experiment formulated to cover the nutritional requirements of Rainbow trout [8]. During the experiment, fish were daily monitored. If any clinical symptoms (i.e. morphological abnormality, restlessness or uncoordinated movements) were observed, fish were sedated by immersion in 2% benzocaine solution and then euthanized by immersion in a 6% benzocaine solution (anesthetic overdose) during 3 minutes.

## Results

### Biometric parameters

Mean body weights of fry from each condition at the end of the feeding trial, i.e. after the first 5 weeks of feeding (74 dpf), are presented in Fig 2. While there were no significant differences in weight between isogenic lines that were fed the M diet (overall mean equal to 0.48±0.03g (mean±standard error of the mean), P-value>0.05), there were significant differences between isogenic lines when fed the V diet (P-value<0.01). As shown in Fig 2, R23h fed the V diet had the highest final weight in comparison to AB1h (-18%), and A22h (-50%). At the end of the 5 weeks trial, there was no effect of the line, nor the diet, on survival rates (95.7±2.46%).

**Fig 2:**
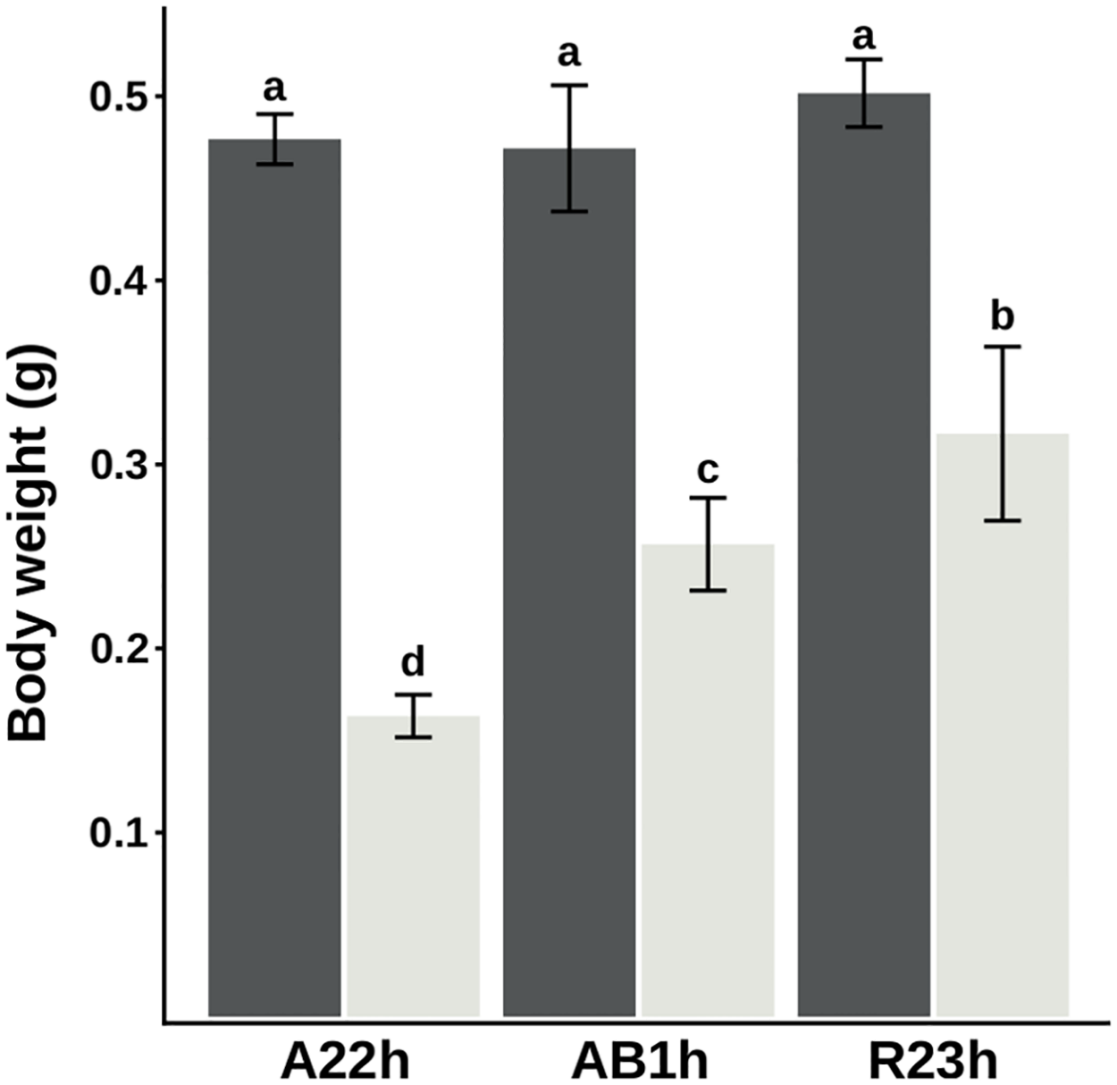
Mean body weights after 5 weeks of feeding. Final body weight (means±SEM) of the three isogenic lines fed either a diet M (control diet in dark grey) or V diet (in light grey) after 5 weeks of feeding. Two-way analysis of variance, followed by a Tukey post hoc test were carried out in order to assess effects of diet and genotype. Different letters mean significance between groups (Cut-off P-value<0.05).

### Microarray results

The numbers of genes differentially expressed between the three isogenic lines after 5 weeks of feeding with either the V diet or the M diet are summarised in Table 3. 

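Total RNA of single whole fry, taken at 74 days post fertilisation after 5 weeks of feeding, was labelled with Cy3 and hybridised to one-colour Agilent arrays of 60-base rainbow trout probes. The M diet was made with marine ingredients, fish meal and fish oil, and the V diet was plant-based, without either of them. R23h, AB1h and A22h are crosses of 1 homozygous isogenic female line with males of 3 other isogenic lines, so that fish of a line share their genotype. Of the 34 arrays analysed here, 5 were of R23h on the M diet, 6 of R23h on the V diet, 6 of AB1h on the M diet, 6 of AB1h on the V diet, 5 of A22h on the M diet and 6 of A22h on the V diet. The paper sampled 6 fry per condition, and its methods state that a pair of samples did not pass the quality control. Which of the 3 tanks of a condition each fry came from is not given in the labels used here, so tank could not be entered in the model. Each array carried 61657 spots other than controls, and these measured 60195 probes. The authors deposited the scanner output of each array, with the signal of each spot after Agilent's own background subtraction. The median signal per array lay between 85.8 and 193.5 intensity units. Between 75.7% and 90.1% of the probes of an array were well above background, with medians of 83.0% in A22h, 82.8% in AB1h and 85.7% in R23h on the M diet, and of 78.6%, 83.8% and 83.2% in the same lines on the V diet. Spots that the scanner software marked as non-uniform or population outliers were left out, and the remaining signals were put on the log2 scale and scale-normalised. The paper's methods name both steps without giving the form of the scaling, so the form used here may differ from theirs. Scale normalisation multiplied the log2 values of each array by a factor between 0.910 and 1.08. Spots of the same probe were averaged. One limma model with the 6 groups of line and diet was fitted to all arrays, and a probe counted as differentially expressed at a Benjamini-Hochberg adjusted p of 0.05 or less. The number of arrays limits the precision of every value.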

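On the M diet, 1252 of the 60195 probes differed between R23h and AB1h, 672 of them higher in R23h. Between R23h and A22h on that diet 1096 probes differed, 644 of them higher in R23h, and between AB1h and A22h 1307, 616 of them higher in AB1h. When the fry were fed the V diet, 1601 probes differed between R23h and AB1h and 1731 between R23h and A22h, with 946 and 1006 higher in R23h. With the series values that the authors deposited in place of the scanner signal, 1094 of 2422 probes were higher in R23h than in A22h on the V diet. AB1h and A22h differed in 467 probes on the V diet, 245 of them higher in AB1h. The largest relative change of these counts came from fitting only the groups compared, which gave 525 probes for R23h against A22h on the M diet. Among the probes that differed on the V diet, the median size of the log2 fold change was 1.04 for R23h against AB1h, 1.05 for R23h against A22h and 1.20 for AB1h against A22h.

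**Figure D1:**
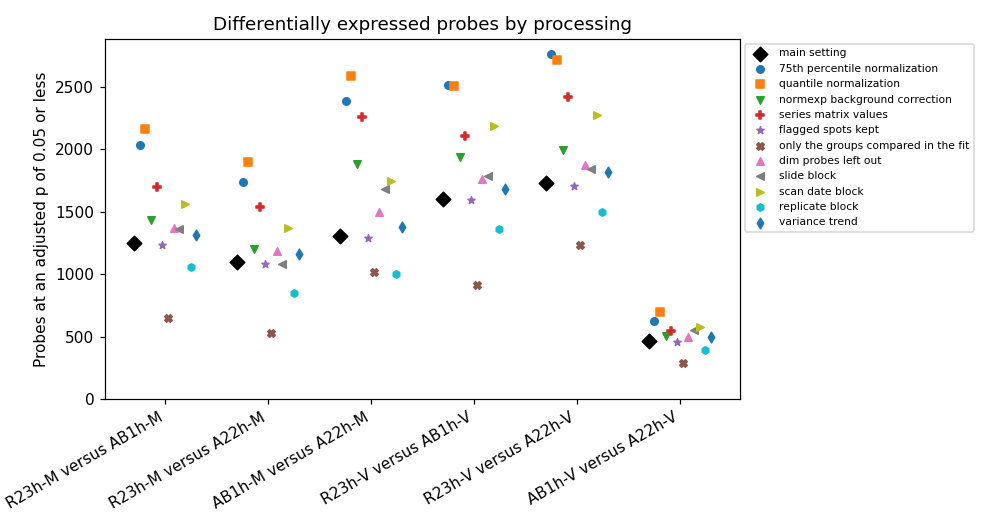
Number of probes at a limma adjusted p of 0.05 or less (vertical axis) in each comparison of 2 lines on the M or V diet (horizontal axis). Each point is 1 way of processing the same 34 arrays, and the black diamond is the main setting. The main counts lie between 467 for AB1h against A22h and 1731 for R23h against A22h, both on the V diet.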

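Taking the probes that passed the threshold on the V diet and not on the M diet, after the paper's rule, left 726 probes for R23h against AB1h and 881 for R23h against A22h. In R23h 445 of the former and 492 of the latter were higher. For AB1h against A22h, 79 probes of this kind were higher and 65 lower in AB1h. With the deposited series values, 440 of 1360 were higher in R23h than in A22h. Leaving out 1 array moved the count for R23h against AB1h to as few as 447 (without replicate 6 of R23h on the V diet) and that for AB1h against A22h to as few as 88 (without replicate 4 of AB1h on the V diet). In the order of these 3 comparisons, the difference on the M diet had the same sign for 692, 820 and 140 of them, and the median log2 fold change in that direction was 0.52, 0.53 and 0.56 on the M diet, against a median size of 0.88, 0.91 and 0.97 on the V diet. The difference between the diets itself, tested as the line by diet interaction in the same limma model, had an unadjusted p of 0.05 or less for 118, 172 and 32 of these probes, and an adjusted p of 0.05 or less for 0 of them in each comparison. When adjusted over these probes alone, 16, 36 and 5 passed, although the probes were chosen on the same arrays. Requiring that adjusted interaction was the setting that moved these counts most. From the set of probes that differ on the V diet and not on the M diet, the paper reasons that differences between genotypes that are present whatever the diet are removed, and it takes the rest as potential molecular markers of the use of a plant-based diet.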

For the three line comparisons, 1740, 1834 and 246 probes were found to be differentially expressed only with the V diet, and were thus identified as potential molecular markers linked to feeding a plant-based diet (Supplementary file 2). Among those genes, 1279, 1253 and 186 have a swiss prot ID’s. To identify pathways potentially involved in plant-based diet utilisation, a gene ontology enrichment analysis was carried out only on potential molecular markers. For the three different comparisons, GO terms obtained were manually clustered in different categories of interest and are presented in Fig 3. The complete list of GO terms found significantly enriched is presented in the Supplementary file 3.

**Table 3:** Number of differentially expressed probes among conditions after limma t-test (corrected P-value≤0.05, Benjamini-Hotchberg).

	R23h *versus* AB1h	R23h *versus* A22h	AB1h *versus* A22h
M diet	2477	2135	4132
V diet	3403	3270	926
**V diet ∩ M diet ^*C*^**	**1740**	**1834**	**246**

**Fig 3:**
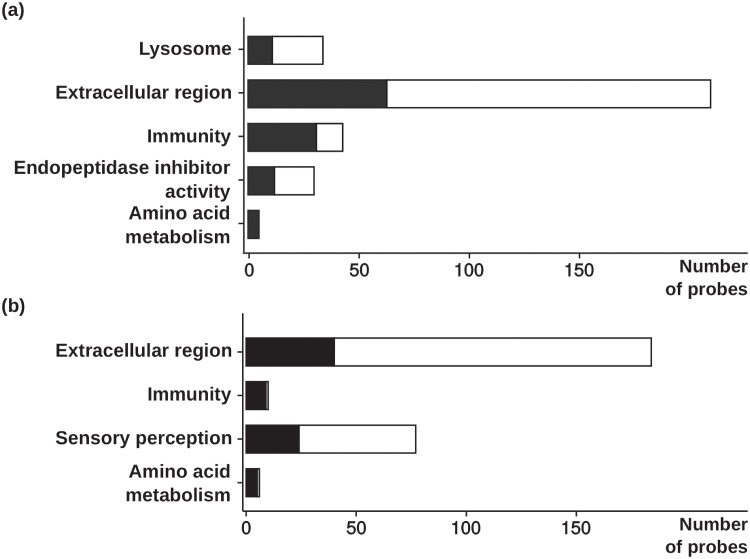
Gene ontology enrichment analysis results. Cluster with number of genes up (in black) and down-regulated (in white), issued from the gene ontology enrichment analysis using DAVID bioinformatics resource for the (a) R23h *versus* AB1h and (b) R23h *versus* A22h comparisons (Cut-off: p-value<0.01; Benjamini<0.1).

GO categories related to extracellular region (210 and 184 probes, respectively), innate and adaptive immunity (42 and 10 probes, respectively), and amino acid metabolism (5 and 8 probes, respectively) were significantly enriched for R23h versus AB1h and R23h versus A22h comparisons. For R23h versus AB1h only, GO terms linked to lysosome and inhibition of endopeptidase activity were significantly enriched, and contained 35 probes and 30 probes, respectively. For R23h *versus* A22h comparisons, a cluster of significantly enriched gene ontology linked to neurological processes and perception contained 70 probes. Finally, no gene ontologies were found to be significantly enriched for AB1h versus A22h comparison after 5 weeks of feeding (Cut-off p-value<0.05, Benjamini Cut-off<0.1).

More precisely, the genes related to perception (Table 4) described here are linked to several sensory systems including vision, olfactory, gustatory and auditory perception and the majority were less expressed in R23h lines in comparison to A22h (57/70). Moreover, genes coding factors linked to feed intake regulation were also found. Both orexigenic (factors which positively regulate feed intake) and anorexigenic factors (which negatively regulate feed intake) were detected. 

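The lists behind this count were not rebuilt here, because the copy of S2 File used holds 1998 of its 3093 rows. Of the 26 genes of Table 4, 14 were matched to a probe through S2 File or an accession of S1 File. All 14 differed between R23h and A22h on the V diet in the direction that Table 4 gives, and 10 of them had an adjusted p of 0.05 or less. When adjusted over the list alone, 13 did, although the study chose the list on these samples, so that this count is not independent evidence. The largest difference was that of otospiralin (OTOS, probe CUST_21023_PI425536763, with the sequence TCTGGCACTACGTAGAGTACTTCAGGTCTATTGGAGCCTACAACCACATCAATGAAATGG), a gene of auditory perception. Its log2 signal was 6.46 ± 0.72 (SD, n = 6) in R23h and 9.28 ± 0.74 (SD, n = 6) in A22h on the V diet. This is a log2 fold change of -2.82 (standard error 0.48, adjusted p = 2.79e-04), lower in 6 of 6 R23h fry than the mean of A22h, and it stayed between -2.95 and -2.05 under the other settings. On the M diet the log2 fold change of OTOS was 0.50 (adjusted p = 0.959). Among genes of vision, the retinal G protein-coupled receptor (RGR) had a log2 fold change of -0.94 (adjusted p = 0.00346) and the violet-sensitive opsin one of -0.93 (adjusted p = 0.00885), each lower in 6 of 6 R23h fry. The taste gene GNAT3 had a log2 fold change of -0.61 (adjusted p = 0.0185), lower in 6 of 6 R23h fry, and its call held in 9 of the 12 fits that left out 1 array, with an adjusted p of 0.0548 without replicate 6 of R23h. The probe of Ugt2a1, an olfactory gene, had a log2 fold change of -0.96 and an adjusted p of 0.156, so it did not pass the threshold, although it was lower in 6 of 6 R23h fry. Replicate 5 of A22h lay far below the other A22h fry for this probe. In this family, the fit of only the groups compared moved the calls most, and left 5 of the 14 genes past the threshold. Prestin (SLC26A5) was higher in R23h on both diets, with log2 fold changes of 1.04 on the V diet (adjusted p = 3.61e-04) and 0.75 on the M diet (adjusted p = 0.0422). Whirlin (Whrn) was too, with 0.88 (adjusted p = 0.0133) and 0.93 (adjusted p = 0.0250). On the V diet the call of Whrn was lost without replicate 4 of R23h (adjusted p = 0.0508). The calls on the M diet held in 1 of 10 such fits for SLC26A5 (adjusted p = 0.162 without replicate 3 of A22h) and 4 of 10 for Whrn (adjusted p = 0.0808 without replicate 3 of R23h).

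**Figure D2:**
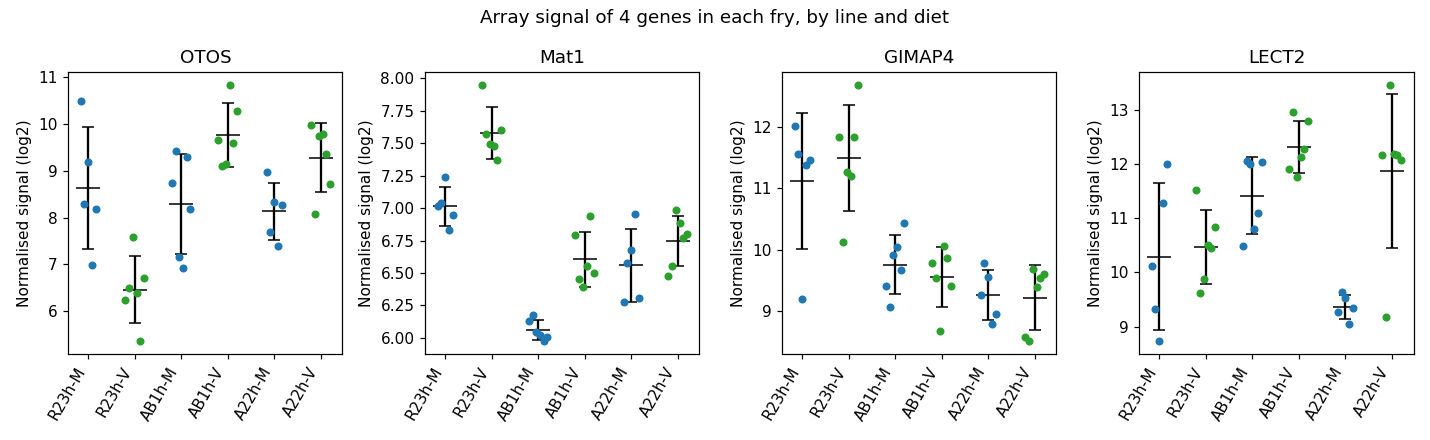
Log2 signal after scale normalisation (vertical axis) of otospiralin (OTOS), Mat1, GIMAP4 and LECT2 in each of the 6 groups of line and diet (horizontal axis). Each point is 1 fry, blue on the M diet and green on the V diet, and the bars are the mean and SD. The R23h-V fry have the lowest mean of OTOS, 6.46.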

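Galanin (GAL), the serotonin receptor Htr1E and the leptin receptor overlapping transcript (Leprot) were the genes of feed intake with a matched probe. On the V diet Htr1E was higher in R23h than in A22h, with a log2 fold change of 0.65 (standard error 0.15, adjusted p = 0.00790), and it was higher in 6 of 6 R23h fry than the A22h mean. The Leprot probe was also higher, by a log2 fold change of 0.65 (standard error 0.15, adjusted p = 0.00965), in 6 of 6 R23h fry. For GAL the log2 fold change was -0.30 (standard error 0.26, adjusted p = 0.713), with 4 of 6 R23h fry below the A22h mean, so no difference was detectable. On the M diet none of the 3 probes passed the threshold, with log2 fold changes of 0.33 for Htr1E, 0.16 for Leprot and 0.029 for GAL.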

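The effect of the V diet within each line was taken from the same limma model, at the unadjusted p of 0.05 that the paper uses for single genes. Of the 14 matched probes of Table 4, 13 did not change in R23h, and 7 were higher and 1 lower in A22h on the V diet than on the M diet. In AB1h 4 were higher and 2 lower. The probe that changed in R23h was that of OTOS, which fell by 2.17 on the log2 scale (unadjusted limma p of 1.72e-04). In A22h the violet-sensitive opsin rose by 1.20, RGR by 0.75 and GNAT3 by 0.52, with unadjusted limma p-values of 8.12e-06, 0.00109 and 0.00290. OTOS rose by 1.15 in A22h, with an unadjusted limma p of 0.0311 that stayed at or below 0.05 in 6 of the 11 fits leaving out 1 array and was 0.0860 without replicate 4 on the M diet. For OTOS the line by diet interaction between R23h and A22h had an unadjusted p of 6.37e-05 and an adjusted p of 0.642 over all probes. It was lower than 0.05 without adjustment for 6 of the 14 probes, so a change in A22h and none in R23h was not shown to be a difference between the lines for the others.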

Expression of the genes related to the different perception systems and feed intake were not affected in R23h by the V diet but were either up or down-regulated in A22h.

**Table 4:** Genes differentially expressed between the 3 isogenic lines related to perception.

Swiss Prot	Description	Genotype effect	Diet effect		
			R23h	AB1h	A22h
**Perception of smell/taste**					
P36510	UDP-glucuronosyltransferase 2A1 (Ugt2a1)	R23h <A22h	ns	ns	ns
P56373	P2X purinoceptor 3 (P2RX3)	R23h <A22h	ns	ns	up
Q3V3I2	Guanine nucleotide-binding protein G(t) subunit *α*-3 (GNAT3)	R23h <A22h	ns	ns	down
P23625	G protein *α*q subunit (G*α*q)	R23h <A22h	ns	ns	ns
**Vision**					
P43004	Excitatory amino acid transporter 2 (SLC1A2)	R23h <A22h	ns	up	up
Q9BGL2	Lecithin retinol acyltransferase (LRAT)	R23h <A22h	ns	ns	up
P35349	Metabotropic glutamate receptor 6 (Grm6)	R23h <A22h	ns	ns	up
P04181	Ornithine aminotransferase, mitochondrial (OAT)	R23h <A22h	ns	ns	up
P87368	Putative violet-sensitive opsin	R23h <A22h	ns	up	up
P87367	Red-sensitive opsin	R23h <A22h	up	up	up
Q9XT54	Retinal rod rhodopsin-sensitive cGMP 3’,5’-cyclic phosphodiesterase subunit delta (P2E6D)	R23h <A22h	ns	ns	up
Q9ZI275	Retinaldehyde-binding protein 1 (Rlbp1)	R23h <A22h	ns	up	up
Q8AXN9	Retinoid isomerohydrolase (RPE65)	R23h <A22h	ns	up	up
Q9YGX2	Retinoid isomerohydrolase (RPE65)	R23h <A22h	ns	ns	up
Q96NR8	Retinol dehydrogenase 12 (RDH12)	R23h <A22h	ns	ns	ns
P47804	RPE-retinal G protein-coupled receptor (RGR)	R23h <A22h	ns	up	up
**Sensory Perception of sound**					
O55225	Otogelin (Otog)	R23h <A22h	ns	ns	up
Q8NHW6	Otospiralin (OTOS)	R23h <A22h	down	up	up
P58743	Prestin (SLC26A5)	R23h >A22h	ns	ns	ns
Q810W9	Whirlin (Whrn)	R23h >A22h	ns	ns	ns
**Feed intake**					
P28566	5-hydroxytryptamine receptor 1E (Htr1E)	R23h >A22h	ns	down	down
P35563	5-hydroxytryptamine receptor 3A (Htr3A)	R23h >A22h	ns	ns	ns
Q9W6M9	Galanin (GAL)	R23h <A22h	ns	ns	up
Q9JLS8	Leptin receptor gene-related protein (Leprot)	R23h >A22h	ns	ns	up
P70579	Metabotropic glutamate receptor 8 (GRM8)	R23h <A22h	ns	ns	up
	Proopiomelanocortin B (PomCb)	R23h <A22h	ns	ns	ns

The genotype effect refers to genes whose expression differed between genotypes when they were fed with the V diet. The diet effect refers to the effect of the V diet for each isogenic line (“up” = gene was up-regulated when fed the V diet in comparison to the control diet; “down” = gene was down-regulated when fed the V diet in comparison to the control diet).

The genes related to the sulphur amino acid biological process were the betaine-homocysteine S-methyltransferase (BHMT1 and BHMT2), S-adenosylmethionine synthetase (Mat1a) and cysteine-*γ*-lyase (CGL), and were all more expressed in R23h when fed the V diet (Table 5). 

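Table 5 gives 6 differences for the genes of this process, and all 6 had the stated direction, with 1 of them past an adjusted p of 0.05. S-adenosylmethionine synthetase (Mat1) was higher in R23h than in A22h on the V diet, with log2 signals of 7.58 ± 0.20 and 6.75 ± 0.19 (SD, n = 6 each) and a log2 fold change of 0.83 (standard error 0.13, adjusted p = 7.10e-05), in 6 of 6 R23h fry. On the M diet its adjusted p was 0.118, and 0.0366 without replicate 4 of A22h. BHMT1 had a log2 fold change of 1.11 (standard error 0.36, adjusted p = 0.0990) against A22h, in 6 of 6 fry, and of 0.95 (standard error 0.36, adjusted p = 0.208) against AB1h, in 5 of 6. For BHMT2 the log2 fold changes were 0.95 (standard error 0.30, adjusted p = 0.0883) in 6 of 6 fry and 0.81 (standard error 0.30, adjusted p = 0.201) in 5 of 6. Cysteine-γ-lyase, listed as CTH, had a log2 fold change of 0.75 (standard error 0.26, adjusted p = 0.143) against A22h, in 5 of 6 fry. Replicate 3 of R23h lay far below the other R23h fry for BHMT1, BHMT2 and CTH. Without it the difference from A22h passed the threshold for BHMT1 (adjusted p = 0.0415) and BHMT2 (adjusted p = 0.0304), and without replicate 5 of A22h it did so too (adjusted p = 0.0318 and 0.0468). With the 75th percentile of each array as the scale, or with the scan date as a block, all 6 differences passed the threshold, so the count depended on the processing.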

And while genes expressions were up-regulated in R23h and AB1h lines when fed the V diet, the diet did not affect expression of these genes in A22h.

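In R23h the V diet raised the log2 signal of Mat1 by 0.57, BHMT2 by 0.86, BHMT1 by 0.84 and CTH by 0.60, with unadjusted limma p-values of 2.44e-04, 0.0105, 0.0318 and 0.0350. With 1 array left out at a time, the rise kept an unadjusted p of 0.05 or less in 11 of 11 fits for Mat1, 10 for BHMT2, 5 for BHMT1 and 5 for CTH. The unadjusted limma p was highest without replicate 5 on the M diet for BHMT2, at 0.0516, and without replicate 4 on the M diet for BHMT1 and CTH, at 0.130 and 0.189. In AB1h Mat1 rose by 0.55, with an unadjusted limma p of 2.06e-04. The rises of BHMT2, BHMT1 and CTH in AB1h, 0.51, 0.58 and 0.38, had unadjusted limma p-values of 0.0994, 0.113 and 0.148, and each passed 0.05 in 1 of 12 fits that left out an array, with 0.0330 and 0.0312 without replicate 5 on the M diet for BHMT2 and BHMT1 and 0.0477 without replicate 3 on the V diet for CTH. In A22h none of the 4 probes changed at an unadjusted limma p of 0.05. The smallest was that of Mat1, 0.182, and it was 0.0473 without replicate 4 on the M diet. The line by diet interaction between R23h and A22h, from the same limma model, had an unadjusted p of 0.0220 for BHMT2, 0.0365 for BHMT1, 0.0590 for Mat1 and 0.131 for CTH.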

**Table 5:** Genes differentially expressed between the 3 isogenic lines related to amino acid metabolism.

Swiss Prot	Description	Genotype effect	Diet effect		
			R23h	AB1h	A22h
Q68FT5	Betaine–homocysteine S-methyltransferase 2 (BHMT2)	R23h >AB1h, R23h >A22h	up	up	ns
Q32LQ4	Betaine–homocysteine S-methyltransferase 1 (BHMT1)	R23h >AB1h, R23h >A22h	up	up	ns
Q58DW2	Cystathionine gamma-lyase (CTH)	R23h >A22h	up	up	ns
P13444	S-adenosylmethionine synthetase isoform type-1 (Mat1)	R23h >A22h	up	up	ns

The genotype effect refers to genes whose expression differed between lines when they were fed with the V diet. The diet effect refers to the effect of the V diet for each isogenic line (“up” = gene was up-regulated when fed the V diet in comparison to the control diet; “down” = gene was down-regulated when fed the V diet in comparison to the control diet).

Concerning immunity, genes were related to the complement system, the major histocompatibility complex, and T and B cell regulation (Table 6). Most of these genes were expressed at a higher level in R23h in comparison to AB1h (31/43 genes) and A22h (9/10 genes). 

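A probe was matched for 21 of the 28 differences of Table 6, and 17 of them had the stated direction. Of the 17 against AB1h, 12 were higher in R23h and 7 of these had an adjusted p of 0.05 or less. All 4 against A22h, those of IGKV4-1, Unc93b1, the SLA class II DQ alpha chain and the H-2 class I K-K chain, were higher in R23h and passed the threshold, and none of them passed it without replicate 1 of R23h on the V diet (adjusted p of 0.114 for Unc93b1, 0.0687 for the DQ alpha chain and 0.0730 for the K-K chain). With 1 array left out in turn, these calls held in 5, 7, 6 and 4 of 12 fits, and that of IGKV4-1 had an adjusted p of 0.0879 without replicate 4 of A22h. Against AB1h on the V diet, the GTPase GIMAP4 had log2 signals of 11.49 ± 0.85 and 9.56 ± 0.49 (SD, n = 6 each) and a log2 fold change of 1.93 (standard error 0.38, adjusted p = 0.00159), higher in 6 of 6 R23h fry. On the M diet its log2 fold change was 1.36 (adjusted p = 0.0696), and without replicate 4 of R23h it was 1.84 (adjusted p = 0.00127). A MHC class I-related probe was higher in R23h by 1.76 (standard error 0.35, adjusted p = 0.00209) on the log2 scale, MHC class II M beta 1 by 1.25 (standard error 0.27, adjusted p = 0.00415) and Erap1 by 1.14 (standard error 0.26, adjusted p = 0.00898), each in 6 of 6 fry, and on the V diet these 4 calls held with any 1 array left out. Those of the HLA class I alpha chain G and the SLA class II DQ alpha chain against AB1h held in 8 and 4 of 12 fits, with adjusted p-values of up to 0.0662 without replicate 6 of R23h and 0.101 without its replicate 5. For Erap1, replicate 3 of R23h lay far below the other R23h fry. The complement probes went both ways. CFB and CFP had log2 fold changes of 0.95 (adjusted p = 0.0781) and 1.07 (adjusted p = 0.142), each higher in 6 of 6 R23h fry, and CFB passed the threshold without replicate 2 of R23h (adjusted p = 0.0401). C3 had a log2 fold change of -0.67 (adjusted p = 0.0337), lower in 5 of 6 R23h fry, with replicate 3 of R23h far above the others. The call of C3 held in 3 of the 12 fits that left out 1 of these arrays, with an adjusted p of 0.0933 without replicate 4 of AB1h. CR2 and MBL2 had log2 fold changes of -0.62 and -0.45, neither of them past the threshold. The immunoglobulin probe IGKV4-1 was well above background on 5 of 6 R23h, 1 of 6 AB1h and 1 of 6 A22h arrays on the V diet, and that of the H-2 class II A beta chain on 5 of 6 R23h and 1 of 6 AB1h arrays. The number of differences past the threshold in the stated direction, 11, was moved most by the fit of only the groups compared, to 5, and it was also 5 without replicate 1 of R23h on the V diet.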

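Of the 21 matched differences of Table 6, counted once per row, 20 concerned probes that the V diet did not change in R23h at an unadjusted limma p of 0.05, and 1 a probe that it lowered, that of MBL2. In AB1h 6 were lower, 2 higher and 13 unchanged on the V diet, and in A22h 3 were lower, 2 higher and 16 unchanged. The probes of IGKV4-1, the SLA class II DQ alpha chain and the H-2 class I K-K chain are counted for both of their comparisons, so that the 2 higher in AB1h and 2 of the 3 lower in A22h are the probe of IGKV4-1, which was well above background on 0 of 6 AB1h arrays on the M diet. With dim probes left out, 0 were higher in AB1h and 1 was lower in A22h. The V diet lowered MBL2 in all 3 lines, and it fell by 1.01 in R23h, 0.96 in AB1h and 0.90 in A22h on the log2 scale. In AB1h the MHC class I-related probe fell by 0.95 and MHC class II M beta 1 fell by 0.77, with unadjusted limma p-values of 0.0117 and 0.00666. Without replicate 4 on the M diet the first of them was 0.0571. For these probes the limma interaction of R23h and AB1h with the diet had unadjusted p-values of 0.0253 and 0.0333. It was 0.05 or less without adjustment for 3 of the 17 differences against AB1h and 1 of the 4 against A22h.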

While expression of the majority of these genes was unaffected by the V diet in R23h, genes were either down or up-regulated in AB1h and A22h when fed the V diet.

**Table 6:** Genes differentially expressed between the three isogenic lines related to immunity.

Swiss Prot	Description	Genotype effect	Diet effect			Effect ANF
			R23h	AB1h	A22h	
**Complement**						
P98093	Complement C3 (Fragment) (C3)	R23h >AB1h	ns	ns	ns	down [57]
P04186	Complement factor B (CFB)	R23h >AB1h	ns	down	ns	
Q9BXR6	Complement factor H-related protein 5 (CFH)	R23h >AB1h	ns	ns	ns	
P20023	Complement receptor type 2 (CR2)	R23h >AB1h	ns	ns	up	
Q66S62	Mannose-binding protein C (MBL2)	R23h >AB1h	down	down	down	
Q5RBP8	Properdin (CFP)	R23h >AB1h	ns	down	down	up [54]
**T and B cell regulation**						
Q9NUV9	GTPase IMAP family member 4 (GIMAP4)	R23h >AB1h	ns	ns	ns	down [55]
Q8NHV1	GTPase IMAP family member 7 (GIMAP7)	R23h <A22h	ns	ns	up	up [55]
P06314	Ig kappa chain V-IV region B17 (IGKV4-1)	R23h >AB1h, R23h >A22h	up	ns	down	up [55]
P23735	Ig mu chain C region membrane-bound form	R23h <AB1h	down	ns	ns	up [55]
P23735	Ig mu chain C region membrane-bound form	R23h >A22h	ns	ns	down	up [55]
**Antigen processing and presentation**						
P14483	H-2 class II histocompatibility antigen, A *β* chain	R23h <A22h	ns	ns	ns	
P15979	Class I histocompatibility antigen, F10 *α* chain	R23h >A22h	ns	ns	ns	
P36372	Antigen peptide transporter 2 (Tap2)	R23h >A22h	ns	ns	ns	
Q9R233	Tapasin (Tapbp)	R23h >A22h	ns	ns	ns	
Q8VD31	Tapasin-related protein (Tapbpl)	R23h >A22h	ns	ns	ns	
Q8VCW4	Protein unc-93 homolog B1 (Unc93b1)	R23h >A22h	ns	down	ns	
Q9JJ22	Endoplasmic reticulum aminopeptidase 1 (Erap1)	R23h >AB1h	ns	down	ns	
P35737	Class II histocompatibility antigen, M *β*1 chain	R23h >AB1h	ns	down	ns	
Q95IT1	HLA class I histocompatibility antigen, *α* chain G	R23h >AB1h	ns	ns	ns	
P01897	H-2 class I histocompatibility antigen, L-D *α* chain	R23h >AB1h	ns	down	ns	
Q8HWB0	Major histocompatibility complex class I-related gene protein	R23h >AB1h	ns	down	ns	
P14483	H-2 class II histocompatibility antigen, A *β* chain	R23h >AB1h	ns	down	up	
P15981	SLA class II histocompatibility antigen, DQ haplotype D *α* chain	R23h >AB1h, R23h >A22h	ns	ns	ns	
P04223	H-2 class I histocompatibility antigen, K-K *α*chain	R23h >AB1h, R23h >A22h	ns	down	ns	

The genotype effect refers to genes whose expression differed between lines when they were fed with the V diet. The diet effect refers to the effect of the V diet for each isogenic line (“up” = gene was up-regulated when fed the V diet in comparison to the control diet; “down” = gene was down-regulated when fed the V diet in comparison to the control diet) Effect of ANF refers to the known effect of ANF, according to literature.

In addition, some genes previously found as enteropathy markers were also retrieved and were listed in Table 7. 

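For 12 of the 18 differences of Table 7 a probe was matched. All 12 had the direction of the table on the V diet, and 3 passed an adjusted p of 0.05. The chemokine CCL21 was higher in R23h than in AB1h by a log2 fold change of 1.56 (standard error 0.42, adjusted p = 0.0330), in 5 of 6 fry. LECT2 had a log2 fold change of -1.84 (standard error 0.51, adjusted p = 0.0404) in R23h against AB1h, lower in 6 of 6 fry, and TIMP2 one of -0.57 (standard error 0.15, adjusted p = 0.0215) against A22h, lower in 6 of 6. With 1 array left out at a time, the call held in 5 of 12 fits for CCL21, 3 for LECT2 and 7 for TIMP2. The adjusted p was highest without replicate 6 of R23h for CCL21 (0.125), without replicate 2 of R23h for LECT2 (0.103) and without replicate 5 of A22h for TIMP2 (0.0763). For R23h against A22h, LECT2 had a log2 fold change of -1.40 (adjusted p = 0.170), in 6 of 6 fry, and without replicate 2 of A22h, which lay far below the other A22h fry, -1.94 (adjusted p = 0.00672). The deposited series values moved the number past the threshold most, to 8 of 12. Without replicate 3 of R23h on the V diet it was 0, and without replicate 2 of R23h it was 5. Ifi44l was well above background on 5 of 6 R23h and 3 of 6 AB1h arrays on the V diet.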

Among those genes, some were related to the epithelial barrier, the activation of the T and B cell functions via the up-regulation of the GTPase IMAP family member, or the NF-*κ*-B inhibitor*α* pathway.

**Table 7:** Genes, differentially expressed between the three isogenic lines, previously identified as enteropathy markers.

Swiss Prot	Description	Genotype effect	Diet effect			Effect ANF
			R23h	AB1h	A22h	
Q8HZM6	Annexin A1 (ANXA1)	R23h <AB1h, R23 <A22h	ns	ns	up	up [53, 54]
P24801	Annexin A2-B (anxa2-b)	R23 <A22h	ns	ns	ns	up [55]
Q8HYP5	C-C motif chemokine 21 (CCL21)	R23h >AB1h	ns	down	ns	down [54]
P53569	CCAAT/enhancer-binding protein zeta (Cebpz)	R23h >AB1h	ns	down	ns	up [53, 54]
Q56JX9	Fatty acid-binding protein,intestinal (FBP2)	R23h <AB1h	ns	up	ns	up [54, 56]
P13284	Gamma-interferon-inducible lysosomal thiol reductase (IFI30)	R23h >A22h	ns	ns	down	down [54]
Q9BDB7	Interferon-induced protein 44-like (Ifi44l)	R23h >AB1h	ns	ns	down	down [54, 55]
O62644	Leukocyte cell-derived chemotaxin-2 (LECT2)	R23h <AB1h, R23 <A22h	ns	ns	up	up [53]
Q1JPB0	Leukocyte elastase inhibitor (SERPINB1)	R23 <AB1h	ns	ns	ns	up [54, 55]
O60449	Lymphocyte antigen 75 (LY75)	R23h >AB1h	ns	ns	ns	down [53]
P25963	NF-kappa-B inhibitor*α* (NFKBIA)	R23h <AB1h	ns	up	ns	up [54]
**Epithelial barrier**						
Q9Y251	Heparanase (HSPE)	AB1h >A22 h	ns	up	ns	up [55]
P14780	Matrix metalloproteinase-9 (MMP9)	R23 <A22h	up	up	up	up [54]
Q9TTY1	Metalloproteinase inhibitor 2 (TIMP2)	R23 <A22h	ns	down	up	up [54]
Q02817	Mucin-2 (Muc2)	R23h <A22h	ns	ns	ns	up [55]
Q04666	Transcription factor HES-1 (Hes1)	AB1h >A22h	ns	ns	down	up [55]

The genotype effect refers to genes whose expression differed between lines when they were fed with the V diet. The diet effect refers to the effect of the V diet for each isogenic line (“up” = gene was up-regulated when fed the V diet in comparison to the control diet; “down” = gene was down-regulated when fed the V diet in comparison to the control diet) Effect of ANF refers to the known effect of ANF, according to literature.

The important number of genes related to the extracellular component (GO cellular component category) had highly heterogeneous functions.

### qPCR

In order to check microarray results, 9 genes found differentially expressed through the transcriptome analysis and linked to immunity, perception, and metabolism were tested by real-time qPCR. 

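On the arrays, 8 of the 9 genes chosen for qPCR were matched to a probe, and GRM8 was not analysed here. In R23h against A22h on the M diet, the log2 fold change was -0.39 for GNAT3, -0.68 for UGT2a1, -0.044 for BHMT and -0.12 for BHMT2. In R23h against AB1h it was 1.56 for CXCL1, 0.45 for CFB and 0.69 for CFP on that diet. None of the 8 probes passed an adjusted p of 0.05 on the M diet, and the smallest adjusted p was that of CXCL1, 0.0882. Without replicate 4 of R23h on the M diet the adjusted p of CXCL1 on that diet was 0.00810. On the V diet CXCL1 was higher in R23h than in AB1h by a log2 fold change of 1.88 (standard error 0.45, adjusted p = 0.0123), in 6 of 6 fry, and the adjusted p was 0.0544 without replicate 6 of R23h. OTOS, GNAT3 and CXCL1 were the genes among these 8 whose difference on the V diet passed the threshold.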

Fold changes obtained with both microarray and qPCR are presented in Fig 4. For all genes tested, relative expressions were not significantly different between genotypes when fish were fed the M diet, as expected. In contrast, expressions were significantly different between genotypes fed with the V diet (Cut-off p-value<0.05 and Cut-off p-value<0.1 for CXCL1 and CFP). Fold changes obtained by qPCR and microarray were in agreement, therefore validating transcriptomic results. Coefficients of correlation showed that qPCR and microarray results were correlated for 8/9 genes (Pearson correlation coefficient>0.60 and p-value<0.01) (Table 8).

**Fig 4:**
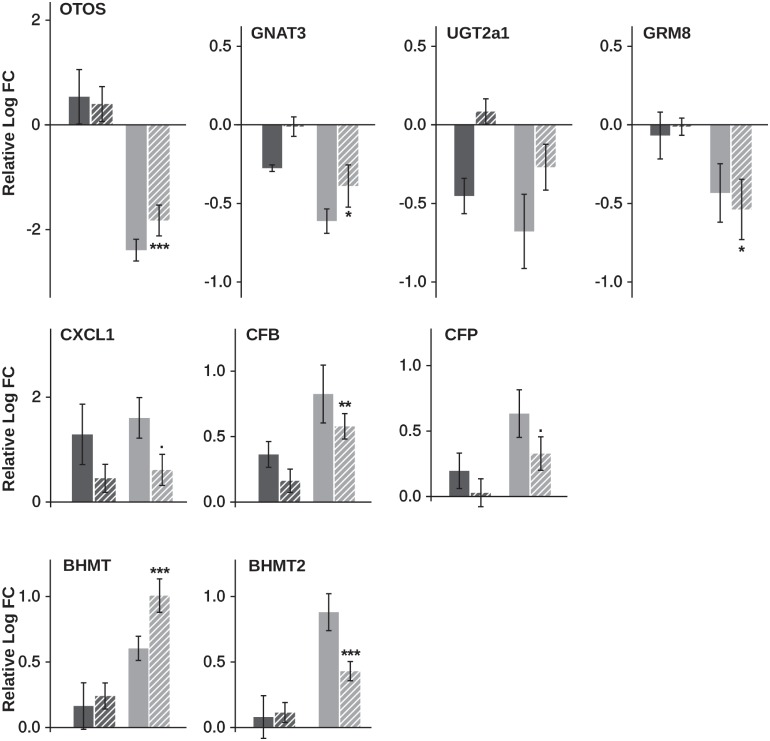
qPCR results. Fold changes obtained by microarray (fill) and by qPCR (hatched) when fed the M diet (dark grey) or the V diet (light grey) for genes involved in sensory perception (R23h *versus* A22h), immunity (R23h *versus* AB1h) and for amino acid metabolism (R23h *versus* A22h).

**Table 8:** Correlation between gene expression patterns obtained through real-time PCR and microarray approaches.

Gene		Correlation Coefficient	P-value
**Amino acid metabolism**			
BHMT	Betaine-homocysteine S-methyltransferase 1	0.71	2.78E-06
BHMT2	Betaine-homocysteine S-methyltransferase 2	0.69	7.28E-06
**Immunity**			
CFB	Complement factor B	0.61	1.39E-04
CFP	Properdin	0.51	2.26E-03
CXCL1	Growth-regulated *α* protein	0.71	4.45E-06
**Sensory Perception**			
OTOS	Otospiralin	0.92	7.11E-15
Ugt2a1	UDP-glucuronosyltransferase 2A1	0.62	1.04E-04
GNAT3	Guanine nucleotide-binding protein G(t) subunit *α*-3	0.78	4.80E-08
GRM8	Metabotropic glutamate receptor 8	0.50	2.40E-03

Coefficient correlation were obtained with a Pearson test.

## Discussion

In order to identify genes which discriminate trout genotypes in their ability to grow on a full plant-based diet at an early-stage, which is a critical step in their future capacity to grow with such diet [24], we compared transcriptomic profiles of three RBT isogenic lines, which differ in their growth response when fed a plant-based diet. Transcriptomic analyses are considered appropriate to tackle questions related to nutrition without any *a priori* hypothesis.

Effects of plant-based diets have been largely studied, but only few transcriptomic studies have analysed the effect of fish genetic background. Overall, these studies indicated only a limited number of genes to be differentially expressed according to the genotype in RBT [20, 21], in salmon [11] or in sea bass [14]. In the present experiment, we found a high number of genes differentially expressed between genotypes, with a cut-off p-value corrected for multiple testing, controlling thus the number of false positives. This is probably due to the reduced variability in gene expressions within each isogenic line, as fish share the same genotype. This enhances the capacity to detect differences between lines, confirming the benefit of using this relevant biological material.

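The spread within a group was measured as the median, over the 60195 probes, of the SD of the log2 signal between fry. It was 0.43 in R23h on the M diet, 0.40 in R23h on the V diet, 0.39 in AB1h on the M diet, 0.43 in AB1h on the V diet, 0.37 in A22h on the M diet and 0.41 in A22h on the V diet. The mean over arrays of the median absolute deviation from the group mean did not differ between the 6 groups, with a range of 0.042 (permutation test of the arrays, one-sided, 100000 permutations, p = 0.969). Normexp background correction moved the spread most, to 0.19 in A22h on the M diet. No outbred fish were measured on these arrays, so the spread of an isogenic line was not compared with that of another kind of fish.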

### Molecular markers linked to the reduction of the feed intake

One of the first suggested reason to explain the lower growth when fish are fed plant-based diets is a disturbance of fish feeding behaviour and a lower feed intake [7, 36, 37]. Two main hypotheses were put forward to explain the perturbation of feeding behaviour with plant-based diets [37]. The first one is a change in palatability that could provoke an aversion to such a diet, mainly due to differences in AA profiles [7, 38]. The other possible explanation is a negative feedback due to the nutritional quality of diets, which could affect appetite [37].

In the present study, even though diets meet nutrient requirements and are supplemented with an attractant mix like, the two experimental diets differ in their AA profiles. The major difference lies on glutamic acid content which is twice higher in the V diet than in the M diet. This AA has been shown to reduce locomotor activity related to feeding behaviour [38] and could therefore explain the lower growth observed when fish were fed the plant-based diet, regardless of their genotype background (Fig 2).

When we investigated the effect of the genotype, the transcriptomic analysis has allowed the detection of a genetic variability in the expression of genes related to perception and regulation of feed intake between R23h and A22h fish at an early-stage. Results have been confirmed by qPCR for the genes tested (Fig 4).

#### Perception

All the genes linked to perception were under expressed in R23h, and except the red-sensitive opsin, the expression of those genes was not affected by the V diet in the R23h fish but was significantly up-regulated in A22h fish fed the V diet. Noteworthy, the expression of several of these genes (e.g. Opsin, Retinaldehyde-binding protein, GRM8) was also altered in the brain of juvenile RBT following a plant-based diet feeding period at the fry stage, suggesting a long-term programming effect of early plant-based diet exposure on pathways of sensory perception [25].

Olfaction and vision are of primary importance to trigger the feeding behaviour in RBT [38, 39]. These differences in genes expression of these two components may reflect differences in the acceptance of the V diet between genotypes. We present, for the first time, a list of genes that could potentially affect the acceptance of a plant-based diet during the first weeks after first-feeding. Most of these genes have not been characterised in fish, and further investigations are needed to determine their specific roles in the acceptance of plant-based diets in RBT.

#### Appetite-regulating peptides

Variations in mRNA expression of genes encoding molecules involved in the control of feed intake were also found in the genotypes fed the V diet. Neuropeptide expression, which presents a high variation during and after meal time, is impacted by the quantity of feed ingested by fish. As outlined by Balasubramanian *et al.*, changes in their expression level may indicate downstream effects caused by differences in feed intake [25]. But variations in the expression or regulation of neuropeptides can also directly induce different feed intake among the genotypes. In this case, higher expression of orexigenic factors in R23h in comparison to A22h might reflect higher appetite for the plant-based diet. In our study, two serotonins (Htr3a and Htr1e) were more expressed in R23h in comparison to A22h when fed the V diet. Hayes *et al.* [40] found that Htr3a receptor positively regulates feed intake in rats. GRM8 can also influence NPY [41, 42], known to stimulate feed intake, but its role is not yet well understood. In contrast, the PomC-b gene which is the precursor peptide for the melanin-concentrating hormones (MSH) which negatively regulates feed intake [43], was less expressed in R23h than in the A22h lines when fed the V diet. A particular attention should therefore be given to these genes, which might be molecular markers related to feed intake regulation.

To conclude, besides the known effect of plant-based diets on feed intake [7, 38], it could exists differences of feed consumption among RBT genotypes when fed such a diet. The genetic variability in the expression of genes related to the V diet intake, revealed by our transcriptomic analysis, could indeed mirror differences between genotypes in tolerance to plant-based diets, either through perception mechanisms or through direct effects on feeding motivation. Fish from the R23h could have a lower aversion to components present in the V diet or a higher tolerance to the modified AA profile, impacting thus their feed intake to a lesser extent. On the contrary, the feeding behaviour of fish with the lowest growth rate (A22h) could be drastically impacted by the plant-based diet.

Differences in the V diet intake could be the first step distinguishing RBT genotypes on their ability to grow with a plant-based diet. These results are in line with previous data obtained after a long-term feeding trial, where different feed intakes were recorded for these same isogenic lines [24]. Feed consumption among RBT would be very useful to confirm these results. However, an accurate measure of feed intake is not possible at early life stages of fish.

### Few genes related to digestion, absorption and metabolism

In addition to a possible lower feed intake, a lower feed efficiency is also known to impact growth with plant-based diets [5, 9–15, 44]. Lower feed efficency could stem from the impairment of digestion and absorption [44], and/or the alteration of metabolism [5, 9–15].

Impairment of the steps of digestion and absorption might be due to the presence of anti-nutritionnal factors such as non-starch polysaccharides. Presence of these compounds in plant-based diets are known to alter the expression of various genes involved in nutrients absorption [45]. However, in our study, none of these genes were differentially expressed among the three lines of RBT studied and no GO linked to these processes were found. 

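S2 File, in the part used here, lists 11 probes whose description names a digestive enzyme or an intestinal transporter, in 13 comparisons on the V diet. All 13 had the same sign here, although that of trypsin-2 was well above background on 0 of 6 arrays in both R23h and AB1h, and 1 passed an adjusted p of 0.05, while 9 had an unadjusted limma p of 0.05 or less. The number past the threshold lay between 0, with only the groups compared in the fit, and 6, with quantile normalisation. The probe past it was that of a maltase-glucoamylase-like protein (log2 fold change -1.77 in R23h against AB1h, adjusted p = 0.0188), lower in 6 of 6 R23h fry. Its SD between fry on the V diet was 1.78 in AB1h and 0.19 in R23h. In AB1h its diet effect had an unadjusted limma p of 0.0618, and of 0.471 without replicate 2 on the V diet. The size of the difference may thus rest largely on that fry. The probe's sequence repeats a short motif (TAGTCACTCTGTA), and its specificity was not tested. Elastase-1 had a log2 fold change of -2.66 in R23h against AB1h on the V diet (adjusted p = 0.130), pancreatic alpha-amylase -2.56 (adjusted p = 0.0935) and carboxypeptidase A1 -2.49 (adjusted p = 0.168), each lower in 6 of 6 R23h fry. Chymotrypsin-C had -2.34 (adjusted p = 0.183), lower in 5 of 6. Without replicate 5 of R23h the amylase passed the threshold (adjusted p = 0.0491). The SD of elastase-1 between the 6 fry of a group was 2.04 in R23h and 1.56 in AB1h. Because these probes were taken from a list made on the same arrays, the counts are not independent evidence.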

Whereas the diminution of growth rate when fish were fed the plant-based diet (Fig 2) could be due to the impairment of the digestion and the absorption, our results suggested that no differences in the capacity to digest or absorb nutrients explain differences in growth observed among genotypes fed the V diet at an early stage. This could be because the ingredients of the V diet were choosen to limit non starch polysaccharides content of this diet.

Regarding metabolism, plant-based diets are known to highly affect various pathways due to differences in the AA profile, the FA profiles but also the content of minerals or vitamins [5, 9–15].

However, only differences in the sulfur-containing AA metabolism were revealed by our analysis among the three genotypes when fed the V diet. Expression of genes encoding for enzymes from these three pathways (BHMT1, BHMT2, Mat1a, CGL) were up-regulated by the V diet in the two genotypes having the best growth rates (R23h and AB1h). Results have been confirmed for the two genes tested (BHMT1 and BHMT2) by qPCR (Fig 4).

Differences observed in gene expression could revealed differences in the capacity of RBT genotypes to cope with the different AA profile in the plant-based diets (Table 1). Sulfur-containing AA metabolism is crucial in fish as methionine donates a methyl group to methylate DNA, proteins, lipids, and other intracellular metabolites that lead to homocysteine formation (transmethylation pathway). Homocysteine can then either be recycled to methionine (remethylation pathway), or engaged in the formation of cysteine and taurine (transsulfuration pathway) [46, 47]. Due to the importance of this pathway, these differences could thus have a vast impact on other pathways, and explained thus the difference of growth observed among genotypes. For instance, results obtained in the present study possibly indicated either a higher taurine biosynthesis in R23h in comparison to A22h, or a higher requirement for taurine in A22h genotype which may contribute to the growth differences. This result confirms the interest of paying attention to the level of taurine in plant-based diets, in addition to that of methionine as it is known that taurine supplementation improved RBT growth [48].

### Immunity: R23h line seems to be less affected by the plant-based diet

Finally, several genes linked to immunity were identified to vary among genotypes in our analysis of fry transcriptome. Results have been confirmed for two genes amongst the three tested (Fig 4). Due to the whole genome duplication that occurred in salmonids [27], validating transcriptomic data by qPCR studies are often challenging due to the presence of duplicated and highly similar genes whose transcripts might be differentially regulated [28].

The results obtained in the present study demonstrated the existence of a genetic variability in the expression of genes related to immunity at an early-stage. This result corroborates a previous transcriptomic analysis which also revealed a differential expression of some immunity genes between two families of European sea bass differing in their growth response to a plant-based diet [14]. Overall, the effect of the diet seems negligible in the R23h line as expression of most genes related to immunity was unaffected by the V diet. In contrast, the majority of these genes were down-regulated in the two other genotypes when fed the V diet. R23h fish could be less affected by dietary factors and fish from these genotypes could spend less energy on modulation of the immune function, improving thus its growth.

#### Lack of *ω*-3 LC-PUFA

FO and vegetable oils differ greatly in their FA profile, and this affects gene expression related to immunity [10, 11, 16] and immunity parameters by altering immune cell phospholipids and/or eicosanoid production, key hormones in immune response derived from FA [49]. While *ω*-3 LC-PUFA such as EPA (eicosapentaenoic acid), abundant the M diet, are precursors of prostaglandins and leukotrienes, known to have anti-inflammatory action in mammals [50, 51], the V diet is rich in omega-9 and omega-6 LC-PUFA, which produce mainly pro-inflammatory molecules [52].

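In the part of S2 File used here, 22 probes carry the name of an enzyme or protein of lipid metabolism, in 32 comparisons on the V diet. The difference had the same sign here in all 32, with 12 at an adjusted p of 0.05 or less and 25 at an unadjusted limma p of 0.05 or less. Among the 12 were a diacylglycerol O-acyltransferase 2 probe in R23h against AB1h that was well above background on 0 of 6 arrays of each line, so that it gives no fold change, and a hormone-sensitive lipase probe that was so on 2 of 6 R23h arrays. Further probes described as hormone-sensitive lipase were among the 12, and they went both ways in R23h against AB1h. Their log2 fold changes there were 0.74, -0.51, -0.67 and -0.81, beside -1.36 for the dim one. The 12 are therefore not separate genes. Between 5, with only the groups compared in the fit, and 21, with quantile normalisation, passed under the other settings. As with the digestive probes, the list was made on the same arrays. Diacylglycerol O-acyltransferase 1 was higher in R23h than in A22h by a log2 fold change of 1.33 (adjusted p = 2.45e-05), in 6 of 6 fry. Elongation of very long chain fatty acids protein 4 had a log2 fold change of -0.75 in AB1h against A22h (adjusted p = 7.90e-04), lower in 6 of 6 AB1h fry, and of 0.53 in R23h against AB1h (adjusted p = 0.0162), higher in 6 of 6 R23h fry. The latter was not past the threshold without replicate 6 of R23h (adjusted p = 0.0578). Fatty acid desaturase 2 had log2 fold changes of -1.05 in R23h against AB1h (adjusted p = 0.0654) and -1.02 against A22h (adjusted p = 0.0720), lower in 6 of 6 R23h fry each time. Each passed the threshold in 2 of the 12 fits that left out 1 array, with adjusted p-values of 0.0396 and 0.0436 without replicate 4 of R23h.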

No genes related to the lipid metabolism were however found differentially expressed among the three genotypes when fish were fed the V diet. But as the use of whole fry could potentially hide some differences in gene expression [28], we hypothesize that fish with higher growth rates (R23h and AB1h) could have higher capacity to biosynthesized *ω*-3 LC-PUFA and might thus be less susceptible to their lack in the plant-based diet (Table 1). This hypothesis is reinforced by data obtained in liver of the three same genotypes after 6 months of feeding where the gene coding for the FA desaturase and elongase implicated in biosynthesized of these LC-PUFA was more expressed in the AB1h and R23h fish (unpublished data).

#### Presence of ANF

Numerous studies have shown that anti-nutritional factors (ANF) present in vegetable meals, may cause gut inflammation (enteritis), characterised by an intestinal dysfunction. Presence of ANF leads to a rapid alteration of liver and intestine transcriptome profiles [53–59], even when diets were carefully formulated to diminish their negative effects [13].

Although, effects of ANF has not been clearly demonstrated at early-stage in Atlantic salmon fry fed a diet containing 16.7% soybean meal [55], we could also hypothesize that modifications in the transcriptomic profiles of AB1h and A22h fish might indicate subtle changes in biological processes. These two genotypes might be affected by ANF, while R23h fish might be less susceptible to these factors. Expression of some of the previously identified enteropathy markers indicated indeed that AB1h and A22h fish may be affected by ANF (Tables 6 and 7). Among those genes, some genes were involved in the epithelial barrier [54, 55], the activation of the T and B cell functions via the up-regulation of the GTPase IMAP family member 7, and the major histocompatibility complex, which plays a crucial role by presenting antigenic peptides to T cells [60]. Moreover, annexins which are usually highly up-regulated during enteritis, contributing to the intestinal resistance due to their anti-inflammatory properties [53–55], were also up-regulated in the A22h line. 

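On the V diet the annexin ANXA1 had a log2 fold change of -0.43 (standard error 0.13, adjusted p = 0.0833) in R23h against A22h and of -0.39 (standard error 0.13, adjusted p = 0.150) against AB1h, each lower in 5 of 6 R23h fry, so neither passed the threshold. Without replicate 2 of R23h both did, with adjusted p-values of 0.0118 and 0.0272 from limma. In A22h the V diet changed ANXA1 by 0.13 on the log2 scale (unadjusted p = 0.366 from limma), which did not exceed the spread between fry.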

Other markers such as the fatty acid-binding protein or the NF-*κ*-B inhibitor*α* were also up-regulated in AB1h, as expected during enteritis [54, 56].

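In AB1h the V diet raised the log2 signal of the NF-κ-B inhibitor α (NFKBIA) by 0.44 (unadjusted p = 0.0252 from limma) and that of the intestinal fatty acid-binding protein by 0.60 (unadjusted p = 0.0508 from limma). With 1 array left out at a time, an unadjusted limma p of 0.05 or less was reached in 10 of 12 fits for NFKBIA, with 0.0759 without replicate 1 on the V diet, and in 4 of 12 for the fatty acid-binding protein, with 0.0281 without replicate 6 on the M diet. Against AB1h on the V diet, R23h had log2 fold changes of -0.40 for NFKBIA (adjusted p = 0.375) and -0.95 for the fatty acid-binding protein (adjusted p = 0.0910), both lower in 5 of 6 fry. Without replicate 4 of R23h the latter passed the threshold (adjusted p = 0.0294).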

Expression of some of the previously identified enteropathy markers was however regulated opposite to what would be expected during enteritis in AB1h or A22h (Ig mu chain C, Hes-1, Cebpz), or was also affected in the R23h line (IGKV4-1, MMP-9). 

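For the Ig mu chain C probe the change on the V diet was 0.15 in AB1h and 0.022 in A22h on the log2 scale, with unadjusted limma p-values of 0.519 and 0.926. This probe is that of the Table 6 row lower in R23h than in AB1h, where the paper gives no change in AB1h or A22h. The Table 6 row of Ig mu chain C with a fall in A22h had no matched probe. Cebpz changed by -0.21 in AB1h and 0.038 in A22h, with unadjusted limma p-values of 0.477 and 0.900. None of these 4 changes was larger than the spread between fry. In R23h IGKV4-1 changed by 0.85 (unadjusted p = 0.0568 from limma), from 1 of 5 arrays well above background on the M diet to 5 of 6 on the V diet, and without replicate 4 on the M diet its unadjusted limma p was 0.0329. In A22h it changed by -0.97, from 3 of 5 arrays well above background on the M diet to 1 of 6 on the V diet, with an unadjusted limma p of 0.0307 that was 0.102 without replicate 2 on the M diet. In AB1h it was well above background on 0 of 6 arrays on the M diet and 1 of 6 on the V diet, so no fold change is given. Hes-1 and MMP-9 were not analysed here.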

And, as both FO and FM were replaced, expression of genes related to immunity could be also affected by the interaction between ANFs and FA (Complement system for example). Further analyses after a long-term feeding (transcriptomic and histological analysis of the intestine) are needed to gather information on how fish from these three lines were affected by those different factors to confirm the hypotheses.

#### Other factors

In addition to these two well known issues, other less studied factors could also impact immunity when fish are fed a plant-based diet. While AA play also a central role in immunity [61], the AA profile of the V diet differ significantly from the one of the M diet. Among the most contrasted differences, the glutamic acid content, an AA known to have a role in the intestinal health [61], is highly different in the two experimental diets.

Finally, mineral and vitamins are essential components in fish immunity [62]. Although the V diet is supplemented with a mix of mineral and vitamins to meet the known RBT nutrient requirements, it could not be excluded that small differences exist between the two experimental diets.

Along with a higher capacity to biosynthesize LC-PUFA, it could be assumed that the variability of expression could also arise from different capacity to cope an imbalanced AA profile or a lack of some mineral and/or vitamins. And it could be the case for R23h fish, explaining thus their higher growth when fed the V diet.

## Conclusion

Isogenic lines constitute a relevant biological material in this study as the reduced variability within each line enhances the statistical power to detect differences among groups. The transcriptomic approach, without *a priori* hypothesis, allowed us to set up a list of molecular markers which may play a role in the acceptance and utilisation of plant-based diets at an early stage, known as a critical rearing phase [22, 24]. Only analysis on whole fry are feasible at this highly important stage, possibly hiding some effects on specific organs [28] and further analyses will be needed on specific organs to strengthen our findings.

Nevertheless, we were able to identify an important number of molecular markers linked to the utilisation of a plant-based diet. Moreover, the comparison of three isogenic lines with two genotypes performing better with plant-based diets (R23h and AB1h) than the third one (A22h) reveals different pathways, showing that there are different possible strategies to optimise utilisation of such diets.

Several of these genes had been previously identified in other studies and we confirm their potential role in the utilisation of a plant-based diet (immunity, sulfur-containing AA metabolism). In addition, we found new genes, several of which are linked to sensory perception and appetite regulation. Pathways linked to vision, olfaction and feed intake regulation had previously been mentioned in a transcriptomic analysis that studied the nutritional programming of plant-based diets acceptance in RBT [25]. These convergent data strongly suggest that sensory perception is a key determinant of the acceptance of plant-based diets at an early stage. Studying sensory perception mechanisms and the regulation of feed intake by dietary factors should help improve the formulation of plant-based diets, thus improving performance of fish fed diets devoid of marine ingredients.

## Supporting information

S1 File Sequence of primers used for gene expression analysis by real-time PCR. (XLSX) Click here for additional data file.

S2 File Fold changes and p-value associated with each gene found differentially expressed among the three genotypes, identified as potential molecular markers linked to plant-based diets utilisation. (XLSX) Click here for additional data file.

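S2 File gives, for each probe that the paper kept, its Swiss-Prot identifier, a description, and the log2 fold change and adjusted p of each comparison of 2 lines on the V diet in which it was kept. All 1998 probes of the part used here were found on the arrays by name. For the 53 matched differences with a value there, the log2 fold change computed here had the same sign in all 53.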

S3 File GO terms found significantly enriched (Cut-off: p-value<0.01; Benjamini<0.1). (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

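Whole fry of 3 crosses of isogenic rainbow trout lines, R23h, AB1h and A22h, were fed a marine (M) or a plant-based (V) diet for 5 weeks and sampled at 74 days post fertilisation. RNA of 34 single fry was measured on one-colour Agilent arrays, with 5 fry of R23h on the M diet, 5 of A22h on the M diet and 6 in each of the other 4 groups. The condition and the replicate number of each array were taken from the sample labels, and the number of columns of other samples was 0. Each condition had 3 tanks, and the labels used here do not give the tank of each fry.

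The authors deposited the Feature Extraction output of each array, which holds the intensity of each spot after Agilent's background subtraction and detrending, without normalisation between arrays. They also deposited a table of processed values on the log2 scale. Set against the scanner output, these are the log2 of the median spot signal less the mean of the array, with a largest deviation of 5.01e-09. The paper's methods state a logarithmic transformation, scale normalisation and limma with an adjusted p of 0.05, and these were the main setting.

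Spots marked by the scanner software as non-uniform or population outliers were left out (866 values over all arrays), and 0 spots were saturated. The log2 signal was scale-normalised in limma 3.58.1 under R 4.3.3, with tables read by data.table 1.17.8, and the spots of each probe were averaged, which left 60195 probes of 60 bases. Scale normalisation multiplies the log2 values of an array, by 0.910 to 1.08 here, and so it also changes the size of every fold change of that array. One model of the 6 groups was fitted with lmFit and eBayes to all arrays. From it came the differences between lines on each diet, the diet effect in each line and the line by diet interaction, with Benjamini-Hochberg adjustment over all probes. A probe was counted as V diet only when it passed an adjusted p of 0.05 between 2 lines on the V diet and not on the M diet, after the rule of the paper. Between 75.7% and 90.1% of the probes of an array were well above background. The number of arrays limits the precision. A probe that is well above background on no array of a group has only a bound there, and a fold change against it is given as at least the brighter group's mean over the dim group's mean, taking per array the higher of the lowest signal well above background and the probe's own. Between lines on the V diet, only 1 named probe (TC111361) needed this. Where only some arrays of a group measured a probe, their number is given.

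The genes named are those that the paper names in Tables 4 to 8 or in its text and whose probe could be identified from S2 File or from an accession of S1 File found in the array annotation. In addition, the 3 probes with the largest V diet only difference in each comparison are named, among those well above background on every array of at least 1 of the 2 groups. Where a gene has several probes, the one that S2 File lists for the comparison is reported. The S2 File used holds 1998 of its 3093 rows, so no overlap or enrichment was tested, and 7 planned tests of gene lists (lipid metabolism, digestion, eye, nervous system, muscle, liver and blood) were not run, because their descriptions come only from that file. The gene ontology enrichment of the paper was not repeated. Probes were not placed on a genome, and the array's identifiers did not match the table of gene names that was given.

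The alternatives tried were the 75th percentile of each array as the scale, quantile normalisation, normexp background correction (offset 50) on the mean signal and local background, the deposited processed values, keeping the marked spots, a filter that kept the 47979 probes well above background on every array of at least 1 group, a fit of only the groups compared, slide (7 slides), scan date (2 days) or replicate number as a block, a trend in the variance prior, leaving out each array in turn, and other thresholds. Each slide held arrays of 4 or 5 of the 6 groups. The fit was tested on simulated data, in which 200 of 60195 probes were changed by 2 on the log2 scale in R23h on the V diet: 172 (86.0%) were called against AB1h with 12 false calls, 176 (88.0%) against A22h with 11, and 170 (85.0%) against R23h on the M diet with 13. The simulated noise was independent for each probe and array, while real arrays of the same slide or scan day share deviations. The change of 2 also exceeds the median size of the V diet only differences, 0.88 to 0.97. These rates therefore do not give the recovery or the false calls in the real arrays. Other splits of the samples were drawn 100 times per comparison. The qPCR, growth and survival measurements of the paper were not analysed here, and the result for 1 single gene is not reported here.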

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

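None of the tests in this part was chosen after its result was seen. An array was set apart where its gap to the nearest fry of its group exceeded Dixon's 95% critical value. Chance marks about 1 in 20 groups, or 6.55 of the groups tested, which were 18 for measures of whole arrays and otherwise for named probes. The number found was 12, of which 1 was for a whole array.

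Replicate 4 of R23h on the M diet had a median absolute deviation from its group mean of 0.518 on the log2 scale, against 0.206 to 0.285 in the other 4 fry. It had the highest share of probes well above background of all arrays, 90.1%, and the smallest scale factor, 0.910. Without it, 1353 probes differed from AB1h and 1387 from A22h on the M diet, and the median SD of the group was 0.292. A technical difference of the array may contribute to this, and so may a difference between fry, since the tank of each fry is not known here. Neither was tested.

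Replicate 3 of R23h on the V diet was set apart for 5 of the named probes. Its log2 signal was 13.38 against 14.22 to 14.72 in the other fry for BHMT2, 14.06 against 14.96 to 15.43 for BHMT1, 11.29 against 12.12 to 12.33 for CTH, 5.96 against 5.06 to 5.22 for C3 and 10.78 against 11.39 to 11.70 for Erap1. The median absolute deviation of this array was 0.447, and it lay on the same slide as replicate 4 of R23h on the M diet. A batch effect of the slide is a candidate explanation. The other 3 arrays of that slide had median absolute deviations of 0.265, 0.227 and 0.307, and with the slide as a block 3 differences of Table 5 passed the threshold, the same number as without this array, 3, against 1 with neither change. The scale factor of replicate 3 was also the lowest of its group, 0.958 against 0.996 to 1.03 in the other fry. With the medians of the arrays set equal, a lower factor brings bright and dim signals closer together. That is the direction seen for these 5 probes, and with the 75th percentile as the scale 6 differences of Table 5 passed. The scaling, a poorer array and a fry in another state all stay open. The 3 methionine probes may move together for any of these reasons.

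A further 6 values stood apart, each in 1 fry. They were Ugt2a1 in replicate 5 of A22h on the V diet, 5.57 against 6.50 to 6.94, P2RX3 in replicate 4 of R23h on the V diet, 5.06 against 5.85 to 6.26, the H-2 class I K-K probe in replicate 2 of R23h on the V diet, 5.84 against 7.00 to 7.51, LECT2 in replicate 2 of A22h on the V diet, 9.19 against 12.08 to 13.47, the probe TC106094 in replicate 2 of R23h on the V diet, 6.76 against 9.63 to 11.19, and the probe TC114376 in replicate 2 of AB1h on the V diet, 5.96 against 1.00 to 2.63. Without the replicate concerned, P2RX3 had a log2 fold change of -0.53 (adjusted p = 0.0956) and LECT2 one of -1.94 (adjusted p = 0.00672) between R23h and A22h. With no repeat of any fry, an error of a single spot was not separated from a difference between fry.

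The difference between R23h and A22h changed with the diet for 2 of the named genes, by the line by diet interaction adjusted over the list of named probes. For OTOS the interaction was -3.31 on the log2 scale (unadjusted limma p of 6.37e-05, 0.00344 adjusted over the list alone and 0.642 over all probes), with diet effects of -2.17 in R23h, 1.15 in A22h and 1.48 in AB1h. For P2RX3 it was -0.92 (unadjusted limma p of 0.00157, 0.0424 over the list alone and 1.00 over all probes), with diet effects of -0.35 in R23h and 0.57 in A22h. The study chose both genes on these arrays for a difference on the V diet, so the value over the list alone is not independent evidence. An effect of selection may account for both interactions, and over all probes 58 of 100 splits gave as many interaction probes at an unadjusted p of 0.05 as the real one. A response of OTOS to the diet that differs between the lines stays open as a hypothesis.

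The paper tests the diet effect gene by gene and does not count it over all probes. At an adjusted p of 0.05 from limma, the V diet changed 41 probes in R23h, 384 in AB1h and 46 in A22h. In each line 1 of 100 splits of its arrays, the real one, gave a count as large. The splits treat each fry as independent, and the tank of each fry is not known. They therefore argue against a chance division of single fry, but cannot exclude differences between tanks. The counts moved with the arrays: they were 14 without replicate 2 of R23h on the M diet and 84 without its replicate 3, 181 without replicate 6 of AB1h on the M diet, and 13 without replicate 1 of A22h on the M diet. That AB1h responded more than the other lines was not shown. In the main setting the adjusted interaction was passed by 0 probes in each comparison from limma (at an unadjusted p of 0.05, 1114 for R23h and AB1h, 1600 for R23h and A22h and 3059 for AB1h and A22h, where chance gives 3010). For R23h and AB1h the adjusted count was 0 under every setting. For AB1h and A22h it depended on the processing, with 21 after quantile normalisation, 48 with only the groups compared and 56 from the series values. No explanation was tested for the difference between the counts.

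The probes that differed on the M diet and not on the V diet, which the paper leaves aside, numbered 377 between R23h and AB1h, 246 between R23h and A22h and 984 between AB1h and A22h. On the V diet 363, 230 and 736 of them had the same direction. Between AB1h and A22h more probes passed on the M diet than on the V diet. A larger spread within the V diet groups is a candidate explanation. The median SD was 0.392 in AB1h and 0.374 in A22h on the M diet and 0.434 and 0.407 on the V diet. The median absolute log2 fold change was also larger on the M diet, 0.186 against 0.146, a ratio of 1.28, with ranges over the fits that left out 1 array of 0.182 to 0.219 and 0.141 to 0.182. Noise and smaller differences on the V diet cannot be told apart here, because both the spread and the fold changes moved.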

How the results depend on the processing

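None of the tests in this part was chosen after its result was seen, and all alternatives were set before the data were examined. Keeping the spots marked by the scanner software left every count within 1.5 times its value. Over the 54 differences of named genes, the direction was the same under each alternative that gave a value, and the threshold was gained or lost as follows. With the 75th percentile as the scale, 11 gained and 3 lost it. With quantile normalisation, 11 gained and 0 lost it. With normexp, 9 gained and 1 lost it. With the deposited series values, 13 gained and 1 lost it. In the fit of only the groups compared, 0 gained and 14 lost it. With the slide as a block, 3 gained and 5 lost it. With the scan date as a block, 8 gained and 0 lost it. With the variance trend, 2 gained and 0 lost it. With dim probes left out, 51 had a value, and 3 of them gained it. The differences without a value there were those of H-2 class II A beta (R23h against AB1h), IGKV4-1 (R23h against A22h) and IGKV4-1 (R23h against AB1h).

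With the 75th percentile of each array as the scale, the number of probes that differed was 2035 between R23h and AB1h, 1742 between R23h and A22h and 2385 between AB1h and A22h on the M diet and 2516 between R23h and AB1h and 2762 between R23h and A22h on the V diet. The number past the threshold on the V diet only was 1155 for R23h and AB1h and 1521 for R23h and A22h. The diet changed 1.3e+02 (58 higher and 74 lower) probes in R23h, 1345 probes in AB1h and 191 probes in A22h. The adjusted interaction was passed by 2 probes for AB1h and A22h. The differences past the threshold in the stated direction numbered 6 in Table 5 and 7 in Table 7. After quantile normalisation, the number of probes that differed was 2161 between R23h and AB1h, 1896 between R23h and A22h and 2588 between AB1h and A22h on the M diet and 2511 between R23h and AB1h and 2715 between R23h and A22h on the V diet. The number past the threshold on the V diet only was 1164 for R23h and AB1h and 1435 for R23h and A22h. The diet changed 105 probes in R23h, 1506 probes in AB1h and 278 probes in A22h. The adjusted interaction was passed by 21 probes for AB1h and A22h. The differences past the threshold in the stated direction numbered 5 in Table 5 and 7 in Table 7. The median SD was 0.326 in A22h on the M diet and 0.308 in R23h on the M diet.

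Normexp background correction was another alternative, and with it the diet changed 100 probes in R23h, 813 probes in AB1h and 169 probes in A22h. The adjusted interaction was passed by 1 probe for R23h and A22h and 1 probe for AB1h and A22h. The differences past the threshold in the stated direction numbered 4 in Table 5 and 7 in Table 7. The median SD was 0.189 in A22h on the M diet, 0.197 in A22h on the V diet, 0.211 in AB1h on the M diet, 0.213 in AB1h on the V diet, 0.233 in R23h on the M diet and 0.204 in R23h on the V diet. From the deposited series values, the number of probes that differed was 2260 between AB1h and A22h on the M diet. The number past the threshold on the V diet only was 1360 for R23h and A22h. The diet changed 100 probes in R23h, 1221 probes in AB1h and 255 probes in A22h. The adjusted interaction was passed by 5 probes for R23h and A22h and 56 probes for AB1h and A22h. The differences past the threshold in the stated direction numbered 5 in Table 5 and 8 in Table 7. The median SD was 0.231 in A22h on the M diet, 0.256 in A22h on the V diet, 0.268 in AB1h on the M diet, 0.259 in AB1h on the V diet, 0.237 in R23h on the M diet and 0.246 in R23h on the V diet.

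When only the groups compared entered the fit, the number of probes that differed was 645 between R23h and AB1h and 525 between R23h and A22h on the M diet and 914 between R23h and AB1h and 290 between AB1h and A22h on the V diet. The number past the threshold on the V diet only was 460 for R23h and AB1h and 95 for AB1h and A22h. The diet changed 3 probes in R23h, 1.3e+02 (48 higher and 79 lower) probes in AB1h and 10 probes in A22h. The adjusted interaction was passed by 48 probes for AB1h and A22h. The differences past the threshold in the stated direction numbered 5 in Table 4, 5 in Table 6 and 1 in Table 7.

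With dim probes left out, the diet changed 90 probes in A22h. Once the slide was a block, the differences past the threshold in the stated direction numbered 3 in Table 5. The scan date as a block was also tried, and under it the number past the threshold on the V diet only was 1168 for R23h and AB1h. The diet changed 87 probes in R23h, 620 probes in AB1h and 94 probes in A22h. The adjusted interaction was passed by 1 probe for AB1h and A22h. The differences past the threshold in the stated direction numbered 6 in Table 5. Allowing a trend in the variance prior, the diet changed 79 probes in A22h. At an unadjusted p of 0.05, the diet changed 2926 probes in R23h, 5294 probes in AB1h and 4568 probes in A22h. At an adjusted p of 0.05 for the diet effect, the diet effect calls equal to those of the paper numbered 7 in Table 5. When probes with an unadjusted p of 0.05 or less on the M diet in the same direction were also excluded, the number past the threshold on the V diet only was 243 for R23h and AB1h, 326 for R23h and A22h and 39 for AB1h and A22h. Requiring the adjusted interaction left 0 for each comparison. The last 2 alternatives are stricter by construction. For the other changes the cause was not tested.

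The share of probes that were higher moved by more than 10 percentage points under some scalings. Between R23h and A22h on the V diet it was 1006 higher and 725 lower in R23h, and 1094 higher and 1328 lower from the series values. For probes past the threshold on the V diet only, it was 445 higher and 281 lower for R23h against AB1h and 464 higher and 489 lower from the series values. For R23h against A22h it was 492 higher and 389 lower, 641 higher and 794 lower after quantile normalisation and 440 higher and 920 lower from the series values, and for AB1h against A22h 79 higher and 65 lower, 87 higher of 211 and 54 higher and 98 lower. The diet effect in R23h was 24 higher and 17 lower, 58 higher and 74 lower with the 75th percentile, 49 higher and 56 lower after quantile normalisation, 70 higher and 30 lower with normexp, 41 higher and 59 lower from the series values, 62 higher and 25 lower with the scan date as a block and 0 higher and 3 lower in the fit of its own groups. In AB1h it was 228 lower of 384, and 435 higher and 378 lower with normexp. In A22h it was 35 higher and 11 lower, 95 higher and 96 lower with the 75th percentile and 178 higher and 100 lower after quantile normalisation. No direction of the diet effect as a whole is therefore reported for R23h or A22h.

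Leaving out 1 array at a time moved the following counts past 1.5 times their value. The count between AB1h and A22h on the M diet ranged from 849 (without A22h-M replicate 3) to 1413 (without A22h-M replicate 4). The count past the threshold on the V diet only ranged from 447 (without R23h-V replicate 6) to 855 (without R23h-M replicate 2) for R23h and AB1h and from 88 (without AB1h-V replicate 4) to 180 (without A22h-M replicate 2) for AB1h and A22h. The diet effect ranged from 14 (without R23h-M replicate 2) to 84 (without R23h-M replicate 3) in R23h, from 181 (without AB1h-M replicate 6) to 455 (without AB1h-M replicate 2) in AB1h and from 13 (without A22h-M replicate 1) to 48 (without A22h-V replicate 6) in A22h. The adjusted interaction of AB1h and A22h ranged from 0 to 2 (without AB1h-M replicate 2) probes. In Table 5 the differences past the threshold ranged from 1 to 3 (without R23h-V replicate 3) and the diet effect calls equal to the paper's from 8 (without R23h-M replicate 5) to 17 (without AB1h-M replicate 5). In Table 6 the differences past the threshold ranged from 5 (without R23h-V replicate 1) to 12 (without R23h-V replicate 2) and in Table 7 from 0 (without R23h-V replicate 3) to 5 (without R23h-V replicate 2). The median SD of R23h on the M diet, which moved by more than the SD between arrays but by less than 1.5 times, ranged from 0.292 (without R23h-M replicate 4) to 0.464. The ranges of the other counts stayed within 1.5 times. They were 902 to 1353 for R23h and AB1h on the M diet, 769 to 1387 for R23h and A22h on the M diet, 1229 to 1694 for R23h and AB1h on the V diet, 1352 to 1779 for R23h and A22h on the V diet, 367 to 498 for AB1h and A22h on the V diet and 588 to 1035 for R23h and A22h on the V diet only.

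Groups share replicate numbers in the labels, but the numbers do not pair the samples: of 80 pairs of same-numbered arrays 25 had deviations from the group means correlated above 0.1 (range -0.564 to 0.685, median -0.124 against 0.0116 for other pairs). With the replicate block, the diet changed 22 probes in R23h and 246 in AB1h, and 6 of the 54 named differences lost the threshold. Other counts stayed within 1.5 times. Deviations of arrays on the same slide had a median correlation of 0.111 against -0.0290 for other arrays, and those of the same scan day 0.0724 against -0.111.

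The planned tests of gene lists and their alternatives were not run, because the descriptions come only from a shortened copy of S2 File. Signal over background limits the probes that were well above background on some arrays of a group only, such as IGKV4-1, the H-2 class II A beta chain and Ifi44l.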

Differences from the paper's values

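None of the tests in this part was chosen after its result was seen. The alternatives named are those set before the data were examined, and of those that keep all arrays, each one not named for a value left the difference from the paper's value. A count was taken to differ when one was more than 1.5 times the other, and a log2 fold change when the signs differed or the values lay further apart than the larger SD of the 2 groups of fry, which is given beside it. A value within this tolerance can still be far from that of the paper. Between R23h and AB1h on the M diet, 1252 probes differed here and the paper's count is 2477. Within the tolerance were the values with the 75th percentile of each array as the scale (2035), quantile normalisation (2161) and the deposited series values (1696). Between R23h and A22h on the M diet, 1096 probes differed here and the paper's count is 2135. The tolerance was met with the 75th percentile of each array as the scale (1742), quantile normalisation (1896) and the deposited series values (1539). Between AB1h and A22h on the M diet, 1307 probes differed here and the paper's count is 4132. They differ under every alternative run, and the highest count was 2588 with quantile normalisation. Between R23h and AB1h on the V diet, 1601 probes differed here and the paper's count is 3403. With the 75th percentile of each array as the scale (2516) and quantile normalisation (2511), the value lay within the tolerance. Between R23h and A22h on the V diet, 1731 probes differed here and the paper's count is 3270. Values within the tolerance came from the 75th percentile of each array as the scale (2762), quantile normalisation (2715), the deposited series values (2422) and the scan date as a block (2274). Between AB1h and A22h on the V diet, 467 probes differed here and the paper's count is 926. Within the tolerance were the values with the 75th percentile of each array as the scale (628) and quantile normalisation (698).

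Past the threshold on the V diet only, R23h and AB1h had 726 probes, and the paper's count is 1740. The tolerance was met with quantile normalisation (1164) and the scan date as a block (1168). Past the threshold on the V diet only, R23h and A22h had 881 probes, and the paper's count is 1834. With the 75th percentile of each array as the scale (1521), quantile normalisation (1435), the deposited series values (1360) and the scan date as a block (1265), the value lay within the tolerance. Past the threshold on the V diet only, AB1h and A22h had 1.4e+02 (79 higher and 65 lower) probes, and the paper's count is 246. Values within the tolerance came from the 75th percentile of each array as the scale (171), quantile normalisation (211), the slide as a block (185) and the scan date as a block (193).

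SLC26A5 had a log2 fold change of 1.04 between R23h and A22h on the V diet, and the value in the paper's S2 File is 0.69, where the larger SD here was 0.31. Within the tolerance were the values with the 75th percentile of each array as the scale (0.98), normexp background correction (0.58), the deposited series values (0.68) and the scan date as a block (0.99). Whrn had a log2 fold change of 0.88 between R23h and A22h on the V diet, and the value in the paper's S2 File is 0.41, where the larger SD here was 0.41. The tolerance was met with the 75th percentile of each array as the scale (0.80), quantile normalisation (0.79), normexp background correction (0.33), the deposited series values (0.43) and the slide as a block (0.74). IGKV4-1 had a log2 fold change of 1.57 between R23h and A22h on the V diet, and the value in the paper's S2 File is 0.55, where the larger SD here was 0.85, and the probe was well above background on 5 of 6 R23h arrays and 1 of 6 A22h arrays. With normexp background correction (0.37), the deposited series values (0.58) and the slide as a block (1.29), the value lay within the tolerance. For BHMT1 between R23h and A22h on the M diet the log2 fold change was -0.044, and the paper's microarray value is about 0.16 in Fig 4, read by eye, where the larger SD here was 0.87. Values within the tolerance came from the 75th percentile of each array as the scale (0.096), quantile normalisation (0.12), normexp background correction (0.040) and the deposited series values (0.18). For BHMT2 between R23h and A22h on the M diet the log2 fold change was -0.12, and the paper's microarray value is about 0.08 in Fig 4, read by eye, where the larger SD here was 0.79. Within the tolerance were the values with the 75th percentile of each array as the scale (0.0023) and the deposited series values (0.076). Of the alternatives that keep all arrays, the deposited series values lay nearest to the paper's value for each of these genes. Those values are centred on the array mean and not multiplied by a factor per array. For the counts other alternatives lay nearer, so which steps the authors ran was not settled. The filter on dim probes gave no value for IGKV4-1. With 1 array left out in turn, the count past the threshold on the V diet only for AB1h and A22h was within the tolerance in 8 of 23 fits (closest 180 without replicate 2 of A22h on the M diet), and so were the log2 fold changes of SLC26A5 in 3 of 12 fits (closest 0.95 without replicate 3 of A22h on the V diet), Whrn in 2 of 12 fits (closest 0.78 without replicate 4 of R23h on the V diet), IGKV4-1 in 1 of 12 fits (1.34 without replicate 4 of A22h on the V diet), BHMT1 in 3 of 10 fits (closest 0.16 without replicate 5 of R23h on the M diet) and BHMT2 in 2 of 10 fits (closest 0.080 without replicate 5 of R23h on the M diet). The other counts were in none of these fits.

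Table 6 of the paper gives 3 complement genes as higher in R23h than in AB1h, while C3 (-0.67), CR2 (-0.62) and MBL2 (-0.45) had negative log2 fold changes here. For these 3 genes the values in the paper's S2 File are also negative, so Table 6 differs from S2 File as well. The paper states that the genes of perception were less expressed in R23h than in A22h, while SLC26A5 and Whrn were higher, as in its Table 4. GNAT3 is given as lower on the V diet in A22h, where it rose by 0.52, and as unchanged in AB1h, where it rose by 0.66. Leprot is given as higher in A22h, where it changed by -0.23 without passing the threshold, and as unchanged in AB1h, where it fell by 0.60. The paper gives most immune genes of Table 6 as lowered by the V diet in the other lines, and of 21 matched differences 6 concerned a fall in AB1h and 3 a fall in A22h, 2 of these the probe of IGKV4-1 counted for both of its comparisons. The falls in AB1h numbered 10 with the 75th percentile as the scale and 9 with quantile normalisation and with the series values. They numbered 7 or fewer under the other settings. In A22h they numbered 3 or fewer under every setting. The diet effect calls of the paper were the same here for 35 of 42 in Table 4, 13 of 18 in Table 5, 52 of 63 in Table 6 and 32 of 36 in Table 7. In Table 5 the calls not shared are rises of BHMT1, BHMT2 and CTH in AB1h, and all 18 were shared with the 75th percentile as the scale, with normexp and with the deposited series values. The paper finds no difference between the lines in genes of digestion or of lipid metabolism. Its S2 File, in the part used here, does list 13 and 32 differences under such names, so its text differs from S2 File as well. Here 1 of the 13 and 12 of the 32 passed the threshold. A probe that was well above background on no array gave 1 of the 12. For digestion none passed with only the groups compared in the fit, and for lipid metabolism the number lay between 5 and 21 over the alternatives.

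Several differences that the paper calls on the V diet did not pass an adjusted p of 0.05 here. BHMT1 (R23h against AB1h) did so with the 75th percentile of each array as the scale, quantile normalisation, the deposited series values and the scan date as a block. BHMT2 (R23h against A22h) and BHMT1 (R23h against A22h) did so with the 75th percentile of each array as the scale, quantile normalisation, normexp background correction, the deposited series values, the slide as a block and the scan date as a block. BHMT2 (R23h against AB1h) did so with the 75th percentile of each array as the scale and the scan date as a block. CFB (R23h against AB1h), ANXA1 (R23h against AB1h) and ANXA1 (R23h against A22h) did so with the 75th percentile of each array as the scale, quantile normalisation, normexp background correction and the deposited series values. CFP (R23h against AB1h) did so with quantile normalisation. CTH (R23h against A22h) did so with the 75th percentile of each array as the scale, quantile normalisation, normexp background correction, the deposited series values and the scan date as a block. FBP2 (R23h against AB1h) did so with the 75th percentile of each array as the scale, quantile normalisation and the deposited series values. Ifi44l (R23h against AB1h) did so with the 75th percentile of each array as the scale, normexp background correction and the deposited series values. LRAT (R23h against A22h) did so with the 75th percentile of each array as the scale, quantile normalisation, normexp background correction, the deposited series values, dim probes left out and the scan date as a block. LY75 (R23h against AB1h) did so with quantile normalisation, normexp background correction, the deposited series values, dim probes left out, the slide as a block, the scan date as a block and a trend in the variance prior. SLC1A2 (R23h against A22h) did so with dim probes left out, the scan date as a block and a trend in the variance prior. Ugt2a1 (R23h against A22h) and CR2 (R23h against AB1h) did so with the deposited series values. Those of GAL (R23h against A22h), MBL2 (R23h against AB1h), IGKV4-1 (R23h against AB1h), Ig mu chain C (R23h against AB1h), H-2 class I L-D (R23h against AB1h), H-2 class II A beta (R23h against AB1h), Cebpz (R23h against AB1h), LECT2 (R23h against A22h), SERPINB1 (R23h against AB1h) and NFKBIA (R23h against AB1h) did so under none of the alternatives that leave all arrays in. Some of these also passed with 1 array left out, among them BHMT1 and BHMT2 against A22h without replicate 3 of R23h, CFB against AB1h without replicate 2 of R23h, ANXA1 without replicate 2 of R23h, Ifi44l without replicate 2 of R23h, LECT2 against A22h without replicate 2 of A22h and the fatty acid-binding protein FBP2 without replicate 4 of R23h.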

Other observations

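In this part, the 2 tests of how many probes pass the threshold on the V diet only without any diet effect were chosen only after the result was seen. For the counts of differences between lines on each diet, 1 of 100 splits of the arrays, the real one, gave a count as large. This argues against a chance division of single fry, but differences between tanks could not be excluded, because the splits ignore the tank. For the counts of probes past the threshold on the V diet only it was also 1 of 100, but the splits remove the difference between the lines, without which such probes do not arise, so this decides nothing about them. For the line by diet interaction chance was not excluded. At an unadjusted p of 0.05, 84 of 100 splits gave a count as large as the real one for R23h and AB1h, 58 for R23h and A22h and 27 for AB1h and A22h. Among them were splits in which most fry taken as 1 diet came from 1 scan day. With the scan date as a block, the adjusted interaction was passed by 0, 0 and 1 probe. For AB1h and A22h it was passed by 21 probes after quantile normalisation, 48 with only the groups compared and 56 from the series values. For R23h and A22h it was passed by 5 from the series values. Under the other settings it was passed by 2 probes or fewer. The splits were those of the main setting, so they do not bear on these counts.

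A probe can pass the threshold on 1 diet only without any effect of the diet, when its difference between the lines lies near the threshold. In 100 simulations with the same differences between lines on both diets and the residuals of whole arrays reassigned at random, 64 gave at least as many V diet only probes as the 881 observed for R23h against A22h (median 1215, range 334 to 20348), and 68 at least as many as the 726 for R23h against AB1h (median 916, range 273 to 13307). Reassigning whole arrays over all groups also breaks up the near even spread of scan days over the groups. The simulated counts range so widely that they could hardly set the observed numbers apart. The numbers observed are thus not shown to need an interaction between line and diet, and an interaction is not excluded. AB1h against A22h was not simulated.

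The same selection may set the direction of the diet effect among these probes. Of the 389 V diet only probes that were lower in R23h than in A22h, 88.7% were higher on the V diet than on the M diet in A22h. Simulations without a diet effect gave a median of 85.6% (range 55.0% to 98.8%), and 37 of 100 gave a share as high. Of the 445 that were higher in R23h than in AB1h, 79.1% were lower on the V diet in AB1h, where the simulations gave a median of 87.0% (range 46.4% to 98.2%), and 78 of 100 a share as high. A rise or fall on the V diet in the line compared with R23h in such a share can thus come from the selection of the probes alone, and a response to the diet was not shown by these shares.

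The part of S2 File used here lists 11 probes of digestion and absorption for R23h against AB1h on the V diet. The 10 that it lists as lower in R23h were lower here too, with a median log2 fold change of -1.85, and 1 of them passed an adjusted p of 0.05. The remaining one, of trypsin-2, was well above background on no array. With any pair of AB1h arrays left out, the median of the 10 stayed between -2.25 and -1.32, and it was -1.87 with the slide and -1.87 with the scan day as a block. Because the probes were listed for this difference on the same arrays and taken for its direction, these values do not exclude an effect of 1 or 2 arrays or of a slide batch, which stay open. On the V diet in AB1h, elastase-1 rose by 3.24, pancreatic alpha-amylase by 3.26, carboxypeptidase A1 by 3.36 and chymotrypsin-C by 3.69 on the log2 scale, each with an unadjusted limma p of 0.05 or less in all 12 fits that left out 1 array, and the same selection bears on these rises. Whole fry were measured, so the share of pancreas in a fry may differ between groups, which was not tested.

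Among the probes with the largest V diet only differences, TC117384, which S2 File describes as a type-2 ice-structuring protein, had log2 fold changes of -5.15 between R23h and AB1h (adjusted p = 5.35e-04), 4.18 between R23h and A22h (adjusted p = 0.00563) and 9.33 between AB1h and A22h (adjusted p = 2.86e-08). The V diet changed it by 2.86 in R23h, 5.63 in AB1h and -0.24 in A22h. In A22h it was well above background on 3 of 5 arrays on the M diet and 3 of 6 on the V diet, and the interaction of AB1h and A22h had an adjusted p of 0.255. TC103321, described as saxitoxin and tetrodotoxin-binding protein 2, had a log2 fold change of -3.46 between R23h and A22h (adjusted p = 1.16e-05) and rose by 1.91 on the V diet in A22h. TC106094 was higher in R23h than in AB1h by a log2 fold change of 2.87 (adjusted p = 0.00112), and without replicate 4 of R23h on the M diet it also passed on that diet (adjusted p = 0.00206). TC114376 had a log2 fold change of -3.51 between AB1h and A22h (adjusted p = 5.40e-04), although it was well above background on 1 of 6 AB1h arrays on the V diet, and TC111361, which was well above background on 0 of 6 A22h arrays on the V diet, was at least 1.96-fold higher in AB1h. On the M diet the adjusted p of AB1h against A22h was 0.0526 for TC117384, 0.159 for TC114376 and 0.172 for TC111361, and with 1 array left out each passed in 1 of 11 fits (0.0180 and 0.0263 without replicate 4 of AB1h, and 0.0416 without replicate 4 of A22h), so their place among the V diet only probes rests on single arrays. The cause was not tested for any of them, and no biological explanation was tested.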
